# Spatially resolved transcriptomic signatures of hippocampal subregions and *Arc*-expressing ensembles in active place avoidance memory

**DOI:** 10.3389/fnmol.2024.1386239

**Published:** 2024-10-31

**Authors:** Isaac Vingan, Shwetha Phatarpekar, Victoria Sook Keng Tung, Alejandro Iván Hernández, Oleg V. Evgrafov, Juan Marcos Alarcon

**Keywords:** spatial transcriptomics, gene expression, memory, hippocampus, immediate early gene, IEG-expressing ensemble, memory-associated neuronal ensemble

## Abstract

The rodent hippocampus is a spatially organized neuronal network that supports the formation of spatial and episodic memories. We conducted bulk RNA sequencing and spatial transcriptomics experiments to measure gene expression changes in the dorsal hippocampus following the recall of active place avoidance (APA) memory. Through bulk RNA sequencing, we examined the gene expression changes following memory recall across the functionally distinct subregions of the dorsal hippocampus. We found that recall induced differentially expressed genes (DEGs) in the CA1 and CA3 hippocampal subregions were enriched with genes involved in synaptic transmission and synaptic plasticity, while DEGs in the dentate gyrus (DG) were enriched with genes involved in energy balance and ribosomal function. Through spatial transcriptomics, we examined gene expression changes following memory recall across an array of spots encompassing putative memory-associated neuronal ensembles marked by the expression of the IEGs *Arc*, *Egr1*, and *c-Jun*. Within samples from both trained and untrained mice, the subpopulations of spatial transcriptomic spots marked by these IEGs were transcriptomically and spatially distinct from one another. DEGs detected between *Arc* + and *Arc*− spots exclusively in the trained mouse were enriched in several memory-related gene ontology terms, including “regulation of synaptic plasticity” and “memory.” Our results suggest that APA memory recall is supported by regionalized transcriptomic profiles separating the CA1 and CA3 from the DG, transcriptionally and spatially distinct IEG expressing spatial transcriptomic spots, and biological processes related to synaptic plasticity as a defining the difference between *Arc* + and *Arc*− spatial transcriptomic spots.

## 1 Introduction

The neural operations supporting memory require the involvement of various brain systems interconnected through neural networks (Kitamura et al., 2017). The activity of these networks is fine-tuned by experience through the selective recruitment of ensembles of neurons ascribed to contain the bits of information associated with memory (Josselyn and Tonegawa, 2020). Neuronal ensemble activity is shaped by synaptic plasticity mechanisms that modulate the weight and efficacy of the ensemble’s synaptic connections (Takeuchi et al., 2014; Malenka and Bear, 2004). Changes in gene expression are a key underlying mechanism in synaptic plasticity (Mayford et al., 2012), and recent studies have identified multiple profiles of gene expression associated with memory (Marco et al., 2020; Rao-Ruiz et al., 2019; Reshetnikov et al., 2020).

In the rodent hippocampus, encoding of spatial memory information is supported by the diversity of synaptic computations within and across its sub-fields (Poo et al., 2016; Mayford, 2014). Each hippocampal subregion (i.e., Dentate Gyrus, CA1, CA2, CA3) shows distinct patterns of activity to process spatial information and to form or retrieve memories (Middleton and McHugh, 2020; Chevaleyre and Siegelbaum, 2010; Senzai, 2019; Basu and Siegelbaum, 2015; Amaral and Witter, 1989; Sloviter and Lomo, 2012). At the regional level, patterns of activity are conferred through the combination of cyto-architecture, local synaptic circuitry, neuronal cell types and synaptic inputs unique to each region (van Strien et al., 2009; Senzai, 2019; Kesner et al., 2004; Lisman, 1999; Ryan et al., 2015; Hunsaker and Kesner, 2013; Molitor et al., 2021; Rao-Ruiz et al., 2019; Shpokayte et al., 2022; Sullivan et al., 2021; Shah et al., 2016; Cho et al., 2016). At the single-cell level, the functional state of hippocampal neurons is defined by connectivity, hippocampal subregional location, and experience-dependent recruitment into a memory ensemble (Josselyn and Tonegawa, 2020; Tonegawa et al., 2018). The investigation of memory across molecular and functional levels necessitates an approach that connects the scales of hippocampal organization between cellular mechanisms and networks of cells. Though hundreds of individual genes supporting synaptic plasticity at the cellular level have been identified (Sanes and Lichtman, 1999; Alberini and Kandel, 2014; Asok et al., 2019; Magee and Grienberger, 2020; Malenka and Bear, 2004), the transcriptomic profiles which characterize memory across hippocampal subregions and memory-associated neuronal ensembles are understudied.

In this study, we present an exploratory approach to expand our understanding of the spatial organization of transcriptomic profiles by providing evidence that hippocampal subregions undergo distinct differential gene expression of biological mechanisms to support memory. We characterized changes in gene expression across the major subregions of the hippocampus using bulk RNA sequencing of micro-dissected dorsal hippocampal subregions from mice that learned an active place avoidance memory task. The regionalized changes in gene expression with memory in the hippocampus is a developing area of investigation often using behavioral paradigms like fear conditioning or the Morris Water Maze (Cho et al., 2016; Sardoo et al., 2022; Reshetnikov et al., 2020; Harris et al., 2020). Our approach involved training mice in the active place avoidance paradigm (Cimadevilla et al., 2000; Stuchlik et al., 2013), a spatial memory task that distinguishes itself from these other aversive paradigms because it requires proper utilization of cognitive control to solve the spatial task (Chung et al., 2021; Kelemen and Fenton, 2016). Results from our bulk RNA sequencing data suggest that the consolidation of an active place avoidance memory is supported by regionalized transcriptomic profiles separating the CA1 and CA3 from the DG.

Following the establishment of the memory-associated transcriptomic profiles of bulk hippocampal subregions we deepened our exploration of these transcriptomic changes using an innovative RNA sequencing methodology known as spatial transcriptomics. Spatial transcriptomics provides localized whole transcriptome sequencing across tissue sections at near single cell resolution (a.k.a. spatial transcriptomic spots) (Stahl et al., 2016). With this approach, we investigated the putative memory-associated neuronal ensemble by characterizing the spatial distribution of immediate early gene (IEG)-associated gene expression across coronal dorsal hippocampal sections. Memory-associated neuronal ensembles are a sparsely distributed population of neurons which are strongly activated together during the acquisition and recall of a memory, and are thought to encode the traces of information relevant to that memory (Ryan et al., 2015; Guan et al., 2016; Chen et al., 2019). Numerous studies have identified IEGs such as *Arc*, *c-Fos*, *Egr1*, *c-Jun*, *Npas4*, *Bdnf*, and *Fmrp* to characterize memory-associated neuronal ensembles (Sauvage et al., 2019; Josselyn and Tonegawa, 2020; Meenakshi et al., 2021; Erwin et al., 2020). Moreover, the expression of *Arc* mRNA has been used to tag and characterize the properties of memory-associated neuronal ensembles (Guzowski et al., 1999; Ramirez-Amaya et al., 2005; Lee et al., 2022).

Through our combined understanding of IEG activation and memory-associated neuronal ensembles, we used the detection of IEG expression in spatial transcriptomic spots to infer the location of these ensembles and explore the transcriptomic changes supporting spatial memory in the hippocampus. Consistent with our bulk RNA sequencing findings, spatial transcriptomics also showed differential gene expression between the hippocampal regions from an active place avoidance memory trained compared to an untrained mouse. We then investigated the difference between memory-associated neuronal populations through the analysis of spatial transcriptomic spots expressing the IEGs *Arc*, *Egr1*, and *c-Jun*. Comparison of the gene expression profiles from these IEG-expressing spatial transcriptomic spots between the memory trained and the untrained mouse revealed differential expression of genes involved in energy production and cytoplasmic translation. Novel analyses comparing IEG*-*expressing spatial transcriptomic spots *within* each mouse hippocampal sample (i.e., within the memory trained mouse or within the untrained mouse) revealed that IEG-expressing spatial spots were transcriptomically and spatially distinct from one another. With *Arc*, only the comparison between *Arc-*expressing and non-*Arc*-expressing spatial transcriptomic spots in the memory trained mouse –but not the untrained mouse– detected gene expression profiles linked with synaptic plasticity and memory. Additionally, similar comparisons amongst *Egr1* and *c-Jun* expressing versus non-expressing spots revealed collections of differentially expressed distinguishing each of the investigated populations of IEG-expressing spots within the trained sample.

While still at an exploratory level, our spatial transcriptomics results highlight the role of *Arc* in shaping memory-associated ensembles and of the detection of gene expression profiles unique to the comparison *Arc-expressing* versus non-*Arc*-expressing spatial transcriptomic spots in an animal trained in the active place avoidance memory task. We speculate that a neuronal network being actively recruited in the consolidation of memory (such as the hippocampal network in our study) manifests transcriptomically divergent cellular microenvironments (such as the *Arc-expressing* and non-*Arc*-expressing spatial transcriptomic spots in our study) that could facilitate the processing of memory information.

## 2 Methods

### 2.1 Animals

A total of 18 adult ArcCreERT2::eYFPflx mice (Denny et al., 2014) with C57BL/6 genetic background aged 3–4 months were utilized across all experimental cohorts. Bulk RNA sequencing experiments utilized 3 male and 3 female mice, 2 females and 1 male were assigned to the trained behavioral condition, and 1 female and 2 males were assigned to the untrained behavioral condition (see section “Behavior” for details). 

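The deposited values show the sex-linked transcripts in each of the 16 bulk RNA-seq libraries, which come from 3 trained and 3 untrained animals. The values are estimated counts that the authors had already normalized between libraries. Xist, which is transcribed from the inactive X chromosome of female cells, lay between 7601 and 19592 in the 9 trained libraries. In 6 of the 7 untrained libraries it lay between 25.5 and 52.4. The remaining untrained library, CA3 replicate 1, had an Xist value of 10587. The Y-linked Ddx3y had a value of 201 in that library, against 448 to 553 in the other untrained libraries. Among the trained libraries, Ddx3y reached 255 in DG replicate 3, where Xist was 7601, and at most 101 elsewhere. CA1 and DG of the animal labelled untrained replicate 1 had Xist values of 26.1 and 25.5. A score made of the mean log2 value of 4 Y-linked genes minus that of Xist had a Pearson correlation with training of -0.984 in CA1, -0.794 in CA3 and -0.929 in DG, so the sex-linked transcripts and training separate nearly the same libraries. With this score as a covariate in the limma fit of all 16 libraries, 7 genes had an adjusted p-value under 0.05 between trained and untrained, and 1704 had an unadjusted p under 0.05. No library was assigned a sex or moved between groups from these values.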

Spatial transcriptomics experiments utilized 2 male mice, 1 mouse was assigned to each behavioral condition. RT-qPCR experiments utilized 12 male mice, with 6 mice assigned to each behavioral condition. Prior to experimental onset mice were bred in-house at the SUNY Downstate Health Sciences University vivarium (Brooklyn, NY, USA). Mice were housed in groups of two to five per cage. Beginning on the first day of training and testing, mice were single housed in shoebox cages in a sound attenuation cubicle (Med Associates). For every experimental run, a minimum of two mice —each undergoing the same behavioral conditioning— were simultaneously housed in the sound attenuation cubicle. *Ad libitum* food and water was provided. Mice were randomly assigned to behavioral cohorts before the start of the experiment. Mice were handled daily for 3 days prior to the start of the experiment to reduce anxiety and improve voluntary approach. All animal procedures proposed are approved by, and will be performed following, the Institutional Animal Care and Use Committee guidelines at SUNY Downstate Health Sciences University.

### 2.2 Behavior

All procedures were performed in compliance with the Institutional Animal Care and Use Committee of the State University of New York, Downstate Health Sciences University. ArcCreERT2::eYFPflx male mice were trained in a hippocampus-dependent two-frame active place avoidance task. The place avoidance system consisted of a 40-cm diameter arena with a parallel rod floor that could rotate at 1 rpm. The position of the animal was tracked using PC-based software (Tracker, Bio-Signal Group Corp., Brooklyn, NY) that analyzed 30-Hz digital video images from an overhead camera. Mice in the trained condition learned the active place avoidance task. Place avoidance of a 60° zone was reinforced by a constant current foot shock (60 Hz, 500 ms, 0.2 mA) that was scrambled (5-poles) across pairs of the floor rods. Rotation of the arena would carry the mouse into the shock zone unless the animal actively avoided the zone. Entering the shock zone for more than 500 ms triggered shock. Additional shocks occurred every 0.5 s until the animal left the shock zone. Measures of place avoidance were computed by TrackAnalysis software (Bio-Signal Group Corp., Brooklyn, NY, USA). The number of detections of the animal in the shock zone was tracked as the performance metric for the training trials.

On day one, mice assigned to the trained behavioral condition (trained mice) received a 30-min trial with the shock off to habituate to the rotating arena. Across the next 2 days the animals experienced four training trials, with two 30-min trials a day with the activated shock with a 40 min inter-trial-interval. Control (untrained mice) experienced identical training conditions, except for the shock always being off. The number of detections of the animal in the shock zone was tracked as the training performance metric for the training trials. Memory retention performance was assessed 24 h after the final training session in a 10-min retention test with the shock off. Latency to the animal’s second entrance into the shock zone was tracked as the memory retention performance metric for the retention test. Previous research indicates the latency to second entrance as a valid behavioral metric for retention test performance because it represents place avoidance memory recall that is less affected by to the animal’s potential errors in self-localization once placed in the rotating arena (Cimadevilla et al., 2000; Stuchlik et al., 2013; Cimadevilla et al., 2001).

### 2.3 Microdissected bulk RNA sequencing

60 min post retention test, mice were euthanized (5% isoflurane vaporized in 100% oxygen), and brains were extracted, washed in ice cold artificial cerebrospinal fluid, blocked, and mounted on a vibratome stage. Hippocampal subregions (DG, CA3, CA1) were microdissected from 400 μm thick coronal live tissue sections. Subregions from the dorsal hippocampus were extracted and microdissected using microsurgical tools. Microdissected pieces of tissue from each animal were pooled by subregion in 500 μL of prechilled TRIzol in a 1.5 mL microcentrifuge tubes and stored at −80°C.

Total RNA was extracted using the Direct-zol RNA miniprep kit (Zymo Research, Irvine, CA, United States) according to the manufacturer’s protocol. RNA quality was assessed on an Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, CA, United States). Samples with a RIN greater than 7 were processed for library preparation with NEBnext rRNA depletion kit and ULTRAII FS RNA-seq Library Preparation Kit for Illumina (New England Biolabs, Ipswich, MA, United States). This procedure involved steps for mRNA enrichment, fragmentation, random primed cDNA synthesis, second strand synthesis, end repair, A-tailing, adaptor ligation, and PCR amplification. Size selection and cleanup was performed with SPRI select beads (Beckman Coulter, Indianapolis, IN, United States). Sequencing was performed on the NovaSeq 6000 (Illumina, Inc., San Diego, CA, United States) to obtain paired end sequencing reads.

### 2.4 Bulk RNA sequencing data preprocessing

RNA sequencing reads obtained from NovaSeq 6000 were systemically processed to ensure high-quality outputs for downstream analyses. To evaluate the quality of the reads, quality control analysis was performed using *FASTQC* v0.11.9. RNA sequencing reads in Binary Base Call (BCL) format were subsequently converted using *bcl2fastq2* v2.20 to FASTQ format, and simultaneously demultiplexing to assign sequences to their respective samples based on index sequences. Demultiplexed samples that did not pass quality control were excluded from future analyses in the pipeline. Next, FASTQ files were then mapped to mouse MM10 (GRCm39) reference genome using *STAR* 2.7.10a aligner. Lastly, the transcript quantification of the reads was done using *Salmon* v1.2.0 to create a count matrix for downstream analyses.

### 2.5 Bulk RNA sequencing analyses

We conducted several differential expression analyses using *DESeq2* v1.1.0 in the Illumina BaseSpace, comparing RNA counts between trained and untrained sample groups. Genes with a false discovery rate (FDR) below 0.05 were deemed differentially expressed. To identify the variances in our count data, we performed principal component analysis (PCA) on the normalized count data, encompassing all hippocampal regions and within each specific region.

To visualize our data, we generated a heatmap in *ComplexHeatmap* v2.18.0 using Z-scores, which standardized the expression levels of genes across samples (Gu et al., 2016). The heatmap, organized with dendrogram and sorted using Euclidean distance, allowed us to identify patterns of similarity in gene expression across samples.

To explore deeper into biological significance, we conducted Gene Ontology (GO) enrichment analysis using *clusterProfiler* v4.10.0 in R (Wu et al., 2021), focusing on biological processes, cellular components, and molecular functions. Only enriched GO terms with an FDR less than 0.01 were identified as significant, and the top 10 GO terms were displayed in a ranked dot plot. Redundant terms were filtered out using *simplify* with a cutoff of 0.7. Biological processes were ordered along the *y*-axis based on their ordered significance within each column from left to right. Additionally, if a biological process in one analysis is amongst the top 10 of another analysis, the dot signifying its enrichment will be shown at the corresponding row in the plot.

We also utilized *Vennplex* v1.0.0.2 software to compare and visualize the overlaps among differentially expressed genes (DEGs) from our differential expression analyses (Cai et al., 2013). The gene lists were categorized into upregulated and downregulated, allowing the visualizing of the gene overlaps and identification of counter-regulated genes (genes exhibiting opposite expression trends in different regions). We employed the *SuperExactTest* v1.1.0 in R to statistically assess whether the observed overlapping genes across different hippocampal regions significantly exceeded the expected overlap by random coincidence (Wang et al., 2015). The assessment was performed using hypergeometric distribution and Fisher’s Exact test, and the statistical significance of these gene overlaps was shown in upset-style plots.

### 2.6 Tissue preparation for spatial transcriptomics

60 min after retention test, mice were euthanized and brains were extracted and immediately prepared for snap freezing in cuvettes of Tissue-Tek Optimal Cutting Temperature compound (Sakura Finetek USA, Torrance, CA, United States) floating in a bath of methyl-butane chilled by liquid nitrogen. Brain blocks were cryosectioned at −20°C (10X Genomics, 2023) and 10 μm thick coronal sections containing the dorsal portion of the hippocampus were obtained (bregma −1.7 and − 2.2 mm, Paxinos and Franklin, 2019). Collected tissue sections are trimmed to fit within the 5 mm × 5 mm capture area on the Visium gene expression slide. Sections were mounted on a prechilled Visium gene expression slide or a Tissue Optimization slide.

For Optimization, all tissue sections were collected from a single tissue. For Visium gene expression, slide capture areas contained one section per biological sample. Slides were fixed in prechilled methanol before staining using the Visium spatial tissue optimization protocol (Genomics, 2019) or the Visium spatial gene expression protocol (Genomics, 2023).

Tissues permeabilization time on the gene expression slide was set to 18 min based on our tissue optimization results. Images were taken according to the Visium Spatial Gene Expression Imaging Guidelines (Genomics, 2021). Brightfield histology images for the Visium Tissue Optimization and Gene Expression slides were taken using the Leica Aperio CS2 Slide Scanner at 20x magnification. Tissue optimization fluorescent images were taken on a Zeiss LSM 800 (555 nm LED, 75% intensity, and 200 ms exposure).

mRNA was extracted and libraries were prepared following the Visium Spatial Gene Expression User Guide (Genomics, 2023). Libraries were indexed using the Dual Index Kit TT Set A (PN-1000215). Indexed libraries were loaded at 300 pM and sequenced on a NovaSeq 6000 System (Illumina) using a NovaSeq S4 Reagent Kit (200 cycles, catalog no. 20027466, Illumina), targeting a sequencing depth of approximately 2.0 × 10^8^ read-pairs per sample. Sequencing depth was determined through a calculation of a suggestion 50,000 read pairs per spatial capture spot (Genomics, 2023). Our tissue samples covered roughly 80% of the 5,000 spatial capture spots within the Visium fiducial frame [(0.8 × 5,000) × 50,000 = 2.0 × 10^8^]. Sequencing was performed using the following read protocol: read 1: 28 cycles; i7 index read: 10 cycles; i5 index read: 10 cycles; and read 2: 91 cycles.

### 2.7 Spatial transcriptomics preprocessing

Raw RNA sequencing data obtained from NovaSeq 6000 were systemically processed to ensure high-quality outputs for downstream analyses. Raw sequencing data in BCL format were converted using *bcl2fastq2* v2.20 to FASTQ format, and simultaneously demultiplexing to assign sequences to their respective samples based on both i5 and i7 index sequences. Following the conversion, these FASTQ files were subsequently processed with *TrimGalore* v.0.6.5 to automate quality, adapter trimming and perform quality control.

For the alignment and the quantification of gene expression, *Space Ranger* v2.0.0 (10x Genomics) was used to generate and quantify raw gene-barcode matrices from RNA sequencing data. Alignment and quantification of Visium spatial gene expression data utilizes the same tools implemented in the analysis of single cell RNA-seq data sets. Data were aligned to refdata-gex-mm10-2020-A, a mouse genome index provided by 10x Genomics, which is an annotated version of mm10 genome assembly. The gene-barcode matrices identified the number of unique molecular identifiers (UMIs) associated with each gene for each cellular barcode, allowing the quantification of transcript abundance.

After the alignment and quantification, Space Ranger toolset was utilized to normalize the gene expression data within the raw gene-barcode matrices to account for any technical variations. Finally, we also utilized Space Ranger to align gene expression data with spatial coordinates derived from histological images of each sample, facilitating the visualization of transcriptional activity to specific tissue location.

### 2.8 Spatial transcriptomics analysis

Gene expression outputs from Space Ranger were analyzed using the software package *Seurat* v5 in the R coding environment (Hao et al., 2023; Butler et al., 2018). Spatial gene expression data were cropped to only include the capture spots within the dorsal hippocampus. Using default Seurat commands, data from each sample were normalized, transformed (using *SCTransform v2*) and integrated. The integrated data set were further normalized and clustered (resolution = 0.8) in PCA space. Clustered data can be visualized through UMAP projections of the capture spots or in the 2D space of the tissue section. Cell type annotation was performed by integrating our data with a random subset of 10,000 hippocampal cells from the Allen Brain Atlas Cortex and Hippocampus Single Cell Taxonomy (Yao et al., 2021). Predicted cell-type identities were calculated and optimized based on gene expression similarity and anatomical location.

Capture spots were grouped along two different criteria to calculate differential gene expression in our samples. First, capture spots belonging to the whole hippocampus and each anatomical cell layer in the DG, CA3 and CA1 regions were compared across training conditions. Next, within each training condition, hippocampal capture spots were separated into two groups based on the detectable (>0) expression of the immediate early gene (e.g., *Arc +* and *Arc*− groups). IEG expressing and not expressing groups of spots were compared both within training conditions and across training conditions. Differential gene expression was calculated using the Wilcoxon rank sum test (the default method for Seurat). Genes with an of FDR below 0.05 were considered differentially expressed genes/transcripts. GO term enrichment and overlap analyses on detected DEGs were performed as described above for bulk RNA sequencing DEGs.

Expression data for 23 IEGs from all hippocampal spots evaluated through pairwise Pearson’s Correlations using the R-language base stats package. Pearson’s correlation coefficients between all IEG pairs were calculated within samples, alongside *p* values to assess significance. Heatmaps of the correlation matrix were plotted using the R-language package, ComplexHeatmap.

### 2.9 RT-qPCR

Dorsal hippocampal subregions (CA1, CA3, and DG) were microdissected as described for bulk sequencing. Tissue was homogenized using TRIzol (Thermo Fisher Scientific, Waltham, MA, United States) before RNA extraction by guanidinium-phenol-chloroform extraction with ethanol precipitation was performed and quantified using spectrophotometry. cDNA was reverse transcribed from sample bulk RNA using Thermo Fisher’s SuperScript IV Kit (Thermo Fisher Scientific, Waltham, MA, United States). Relative gene expression was quantified using the SYBR green master mix system (Ponchel et al., 2003). 10 μL reactions were prepared in the wells of a 384 well plate, hippocampal regions were each prepared on separated plates. Each well contained 2.5 ng of template cDNA and 0.5 μM each of forward and reverse primers for one gene per well for a total reaction volume of 10 μL (sequences and melting temperatures can be found in Table 1). Each gene was loaded in triplicate in each plate to account for pipetting errors. Plates were incubated in the Bio-Rad CFX384 Real-Time PCR Detection System (Bio-Rad Life Sciences, Hercules, CA, United States) using the following schedule: 50°C for 5 min (1 cycle), 95°C for 10 min (1 cycle), 60°C for 1 min (1 cycle), and 95°C for 15 s followed by 60°C for 1 min (40 cycles).

**Table 1:** RT-qPCR primer sequences.

Gene	Primer	Sequence	TM (°C)
*Bok*	F	AGG TAG TGT CCC TGT ATT CCG	60.4
	R	AAG GTC TTG CGT ACA AAC TCC	60.2
*Crym*	F	GGG AGT CAT GCC TGC CTA C	61.8
	R	AGC CAT TGC TGG GAT CAA AGA	61.8
*Gapdh*	F	AGG TCG GTG TGA ACG GAT TG	57.47
	R	TGT AGA CCA TGT AGT TGA GTC A	52.84
*Homer3*	F	AGG GAA CAG CCA ATC TTC AGC	62.4
	R	GAC ACG GTA AGT GCG TGC T	62.6
*Kit*	F	GCC ACG TCT CAG CCA TCT G	58.51
	R	GTC GCC AGC TTC AAC TAT TAA CT	55.14
*Pcsk1n*	F	GCT GCT GTG CCT AAT ACC CA	60.11
	R	GGA GTG CTC GTC TCA ACC AA	59.97
*Rasal1*	F	GCC AAG GAC GTG TCT GGA AG	62.8
	R	TGA ACG GTG TAC TCC TCC CC	62.8
*Serpina3n*	F	TGT CTG CGA AAC TGT ACC CT	58.95
	R	ACC CAC AGA CAG GCT CAA TG	59.96
*Shank3*	F	TCT TAG CCT TTG ATG CTC CCC	59.79
	R	CAC AGT GTA GTG GCG GAA GA	59.68

Primers were selected to validate the most significant genes with the highest fold change of expression for each regional comparison of trained and untrained animals. The genes *Crym* and *Kit* were selected from the DEGs detected in the DG comparison. 

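The values behind these genes are normalized estimated counts from DG libraries of 3 trained and 2 untrained mice, compared with limma on log2(value + 2). Crym lies on chromosome 7 of GRCm38 from 120186380 to 120202111. Its value was 655.8 ± 40.4 (SD, n = 3) in trained DG and 261.3 ± 63.3 (SD, n = 2) in untrained DG. The log2 fold change was 1.34 (standard error 0.126, limma adjusted p = 0.000207), and every trained library was above every untrained one. Kit lies on chromosome 5 from 75574916 to 75656722. It had a value of 607.3 ± 96.1 (SD, n = 3) in trained DG and 286.0 ± 76.8 (SD, n = 2) in untrained DG, a log2 fold change of 1.096 (standard error 0.175, limma adjusted p = 0.0173). When the spread was estimated from all 16 libraries in one fit, the limma adjusted p was 0.162 for Crym and 0.227 for Kit. Without trained replicate 2, the adjusted p of Kit was 0.0559.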

*Rasal1* and *Pcsk1n* were selected from the DEGs detected in the CA3 comparison. 

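In CA3, where 3 trained and 2 untrained libraries were compared, Rasal1 had a value of 375.4 ± 53.1 (SD, n = 3) in trained and 204.3 ± 26.0 (SD, n = 2) in untrained mice. The gene lies on chromosome 5 from 120648812 to 120679597. Its log2 fold change was 0.87 (standard error 0.132, limma adjusted p = 0.0192). Without trained replicate 2, the adjusted p of Rasal1 was 0.119, and with each library's trend on GC content and transcript length removed it was 0.133. Pcsk1n, on chromosome X from 7919822 to 7924410, had a value of 439.7 ± 123 (SD, n = 3) in trained and 177.8 ± 26.9 (SD, n = 2) in untrained CA3. Its log2 fold change was 1.26 (standard error 0.265). This difference did not pass an adjusted p-value of 0.05 (limma adjusted p = 0.12), although every trained library was above both untrained ones. Without trained replicate 3, the adjusted p of Pcsk1n was 0.000372.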

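In CA1, 3 trained and 3 untrained libraries were compared. Bok (chromosome 1 from 93685660 to 93695764) had a value of 368.8 ± 34.3 (SD, n = 3) in trained and 180.2 ± 31.0 (SD, n = 3) in untrained mice, a log2 fold change of 1.04 (standard error 0.123, limma adjusted p = 5.64e-05). Homer3 (chromosome 8 from 70282827 to 70294361) rose by 0.86 on the log2 scale (standard error 0.106, limma adjusted p = 6.64e-05). Shank3 (chromosome 15 from 89499623 to 89560261) had a value of 2519 ± 135 (SD, n = 3) in trained and 1422 ± 145 (SD, n = 3) in untrained CA1, a log2 fold change of 0.83 (standard error 0.067, limma adjusted p = 1.68e-06). Serpina3n (chromosome 12 from 104406729 to 104414329) had the largest fold change of these 4 genes, with a value of 935.2 ± 69.0 in trained and 417.5 ± 124 in untrained CA1 (SD, n = 3 each). Its log2 fold change was 1.197 (standard error 0.221), with a limma adjusted p of 0.0531. Without untrained replicate 1, that adjusted p was 5.04e-06. All 3 trained libraries were above all 3 untrained libraries for each of the 4 genes. In CA1, marker genes of CA1 pyramidal cells were lower in trained mice (median log2 fold change -0.594). Those of CA3 pyramidal cells were higher (0.461). Each of the 4 genes was also higher in both untrained DG libraries than in the 3 untrained CA1 libraries. Shank3 alone was higher in every trained CA1 library than in all untrained CA3 and DG libraries (at most 1966.7). Whether a different share of neighbouring tissue contributed to these rises was not tested.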

And *Bok, Homer3, Serpina3n,* and *Shank3* were selected from the DEGs detected in the CA1 comparison.

Ct values for each reaction are automatically determined (roughly 20% of the plateau value). Data were analyzed for relative gene expression quantification utilizing the ∆∆Ct method, using the expression of *Gapdh* as the internal control. Relative expression values were normalized to the expression value of the untrained group. The Levene’s test was uses to assess the homogeneity of variances for Log_2_ transformed relative expression. Upon confirmation of homogeneity of variances, Student’s t-tests were performed on each primer target across training conditions using log_2_ transformed relative expression value for each comparison.

## 3 Results

### 3.1 APA trained mice exhibit place avoidance memory

To investigate gene expression changes induced by active place avoidance (APA) training in the hippocampal network, we conducted bulk RNA-sequencing and spatial transcriptomics (see Figure 1A for experimental timeline). In the APA, mice learn to avoid a 60^°^ shock zone on a rotating circular arena (Cimadevilla et al., 2000; Stuchlik et al., 2013). Mice trained in the APA task with the shock zone on (*n* = 4, 2 females, 2 male) exhibited a decrease in the number of detections in the shock zone during the acquisition trials (Figure 1B) and longer re-entry times to the shock zone during the memory retention test trials (Figure 1C) relative to the mice in the untrained cohort (*n* = 4, 1 female, 3 males). Re-entry times to the shock zone (i.e., time to second entrance) was used as the retention test performance metric because it represents performance that is more resistant to the animal’s potential errors in self-localization once placed in the rotating arena (Cimadevilla et al., 2000; Stuchlik et al., 2013; Cimadevilla et al., 2001). From this pool of animals 3 trained (2 females, 1 male) and 3 untrained (1 female, 2 male) were utilized in Bulk RNA-sequencing experiments and 1 trained and 1 untrained animal (2 males) were utilized in spatial transcriptomic experiments.

**Figure 1:**
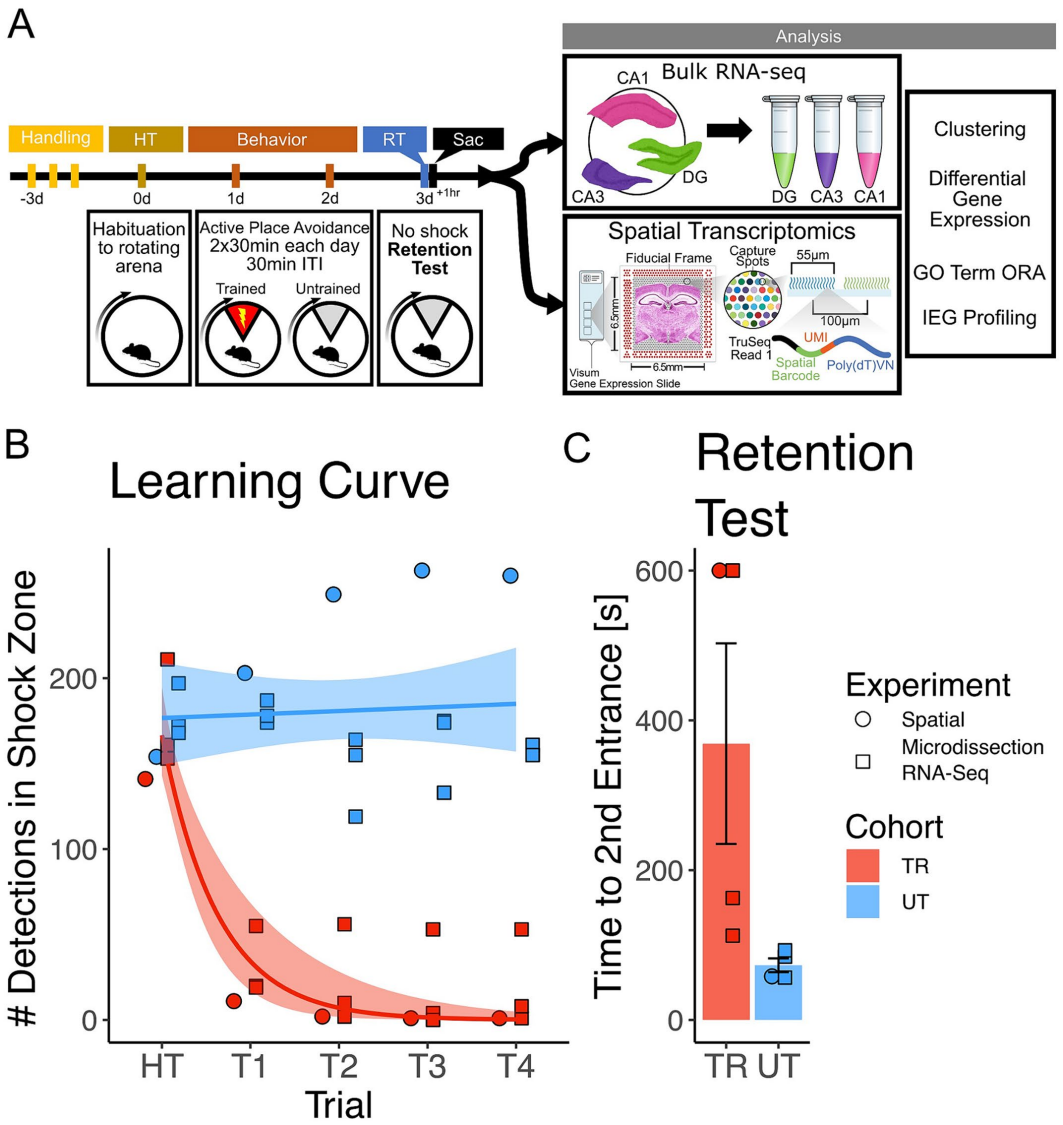
Mice trained in the APA learned to avoid the location of an unmarked shock zone. **(A)** Experimental timeline. Mice were trained in the active place avoidance paradigm over the course of 4 days following 3 days of handling. On day 0 mice were habituated (HT) to a rotating arena with no active shock zone. On day 1 and 2 mice assigned to the trained (TR) behavioral condition (*n* = 4) received two 30-min trials with an active shock zone. Mice assigned to the untrained (UT) behavioral condition (*n* = 4) were not exposed to an active shock zone. On day 3 all mice received a 10-min retention test trial (exposed to the rotating arena with no active shock zone). Mice were sacrificed 60 min following the end of the retention test, brains were collected for further processing. Samples from three of the four trained mice (2 females, 1 male) and untrained mice (1 female, 2 males) were processed with bulk RNA sequencing, while the remaining mice (1 trained male, 1 untrained male) had their samples processed with spatial transcriptomics. **(B)** Training performance measured as number detections in the shock zone. Mice assigned to the trained behavioral condition learned to avoid the location of the shock zone indicated by the decreased number of shocked triggered. Exponential fit learning curves included with shaded error bars (SE). **(C)** Memory performance measured as time to second entrance in the retention test trial. Trained mice demonstrated higher time to second entrance during the retention test. Trained mean 375 s ± 70.4 s (SE), Untrained mean 58.7 s ± 8.51 s (SE). Line and point color reflect the assigned behavioral condition (untrained = blue, trained = red). Point shape reflects the experimental pipeline a given animal was assigned to (square = bulk RNA-seq, circle = spatial transcriptomics).

### 3.2 Hippocampal subregional transcriptomes are stratified by training condition

To explore the molecular mechanisms following memory retention test across the dorsal hippocampus, bulk RNA-sequencing was performed on the Dentate Gyrus (DG), CA3, and CA1 hippocampal subregions collected from trained and untrained mice (trained: 2 females, 1 male; untrained: 1 female, 2 male). 

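RNA from microdissected DG, CA3 and CA1 of 3 trained and 3 untrained mice gave 16 libraries. CA1 had 3 trained and 3 untrained libraries, and CA3 and DG each had 3 trained and 2 untrained libraries. The tissue was taken 60 min after a retention test that followed training by 24 h. The authors aligned the reads with STAR, quantified them with Salmon and deposited one normalized signal per gene and library, an estimated count divided by a factor of the library. The files list 24972 genes. The normalized values of a library sum to between 7607326 and 7984931, so these sums no longer show the sequencing depth. From the spacing of the lowest values, the reads behind a library were approximated. In CA1 they were 2550000 to 9820000 (median 6870000) in trained and 4680000 to 12780000 (median 9290000) in untrained mice. In CA3 they were 7330000 to 14910000 (median 13470000) in the trained and 6870000 and 12210000 in the untrained libraries, and in DG 4610000 to 12380000 (median 11220000) and 2960000 and 8530000. The libraries differed in how many genes were listed at 0. In 7 libraries, which are all 3 trained CA1 libraries, trained CA3 replicates 1 and 2 and both untrained DG libraries, between 7567 and 9759 genes were at 0. In the other 9 libraries between 3124 and 5944 genes were at 0. This split coincides with training in CA1 and runs the opposite way in DG, so within CA1 and within DG it cannot be separated from training. Whole reads could not be recovered from the values, and trained and untrained libraries were compared on log2(value + 2) with limma. Genes entered a comparison when their value was at least 10 in as many libraries as its smallest group holds. Fold changes on this scale understate the change of genes with low values.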

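In the 16 libraries of all 3 subregions, PC1 of the log2 values of 14673 genes held 24.3% of the variance and PC2 held 12.6%. On PC1, 10 of the 16 libraries lay on the side of their training group, and 14 of 16 did on PC2. The side on PC1 matched the split by the number of genes at 0 in 16 of 16 libraries. With the genes of mean value at least 50, chosen after seeing the data, PC1 held 23.5% of the variance and all 16 libraries lay on the side of their training group. With each gene scaled to unit variance, all 16 libraries also lay on that side, and PC1 held 17.6%.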

Principal component analysis (PCA) from all 3 subregions combined reveals a separation of samples by behavioral cohort (Figure 2A), indicating that differences in training contribute substantially to the overall variability of gene expression in our samples. 

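When the subregions were analysed one at a time, PC1 held 41.4% of the variance in CA1, 41.6% in CA3 and 45.1% in DG. PC2 held 23.3%, 27.2% and 25.6%. In each subregion, every trained library had a PC1 score above every untrained library. That order has a chance of 10% for 3 libraries against 3 and of 20% for 3 against 2 on any one axis, counting both directions. It was the same without Xist and the Y-linked genes, where PC1 held 40.6% in CA1, 40.7% in CA3 and 44.0% in DG.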

Separation between samples is further accentuated when PCA is performed separately on data from each subregion (Figures 2B–D). 

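The 16 libraries were clustered on the 2000 genes with the smallest p in the comparison of all trained with all untrained libraries, using Euclidean distance and complete linkage. Cutting the tree into a pair of clusters placed 16 of 16 libraries with their training group. Since these genes were chosen by the comparison itself, the tree was also built on all genes that passed the filter, which again placed 16 of 16. On the 2000 genes with the highest variance, 11 of 16 libraries were placed with their training group.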

Consistently, hierarchical clustering of gene expression profiles reliably grouped samples by their behavioral cohort (Figure 2E).

**Figure 2:**
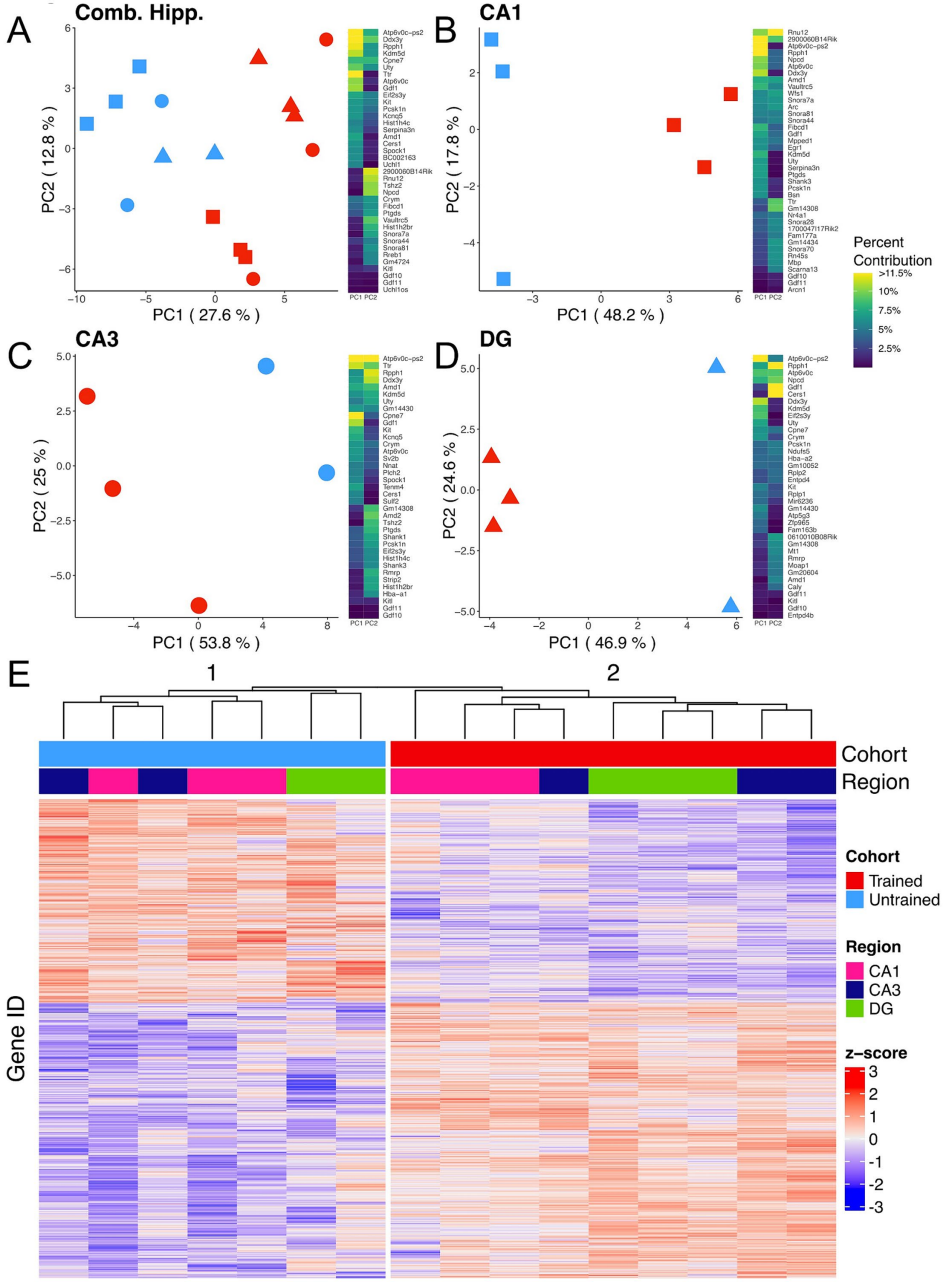
APA training results in substantial changes in hippocampal subregion gene expression profiles. **(A–D)** Left, principal component analyses of all hippocampal subregions **(A)**, CA1 **(B)**, CA3 **(C)**, DG **(D)** illustrate a clear separation between samples collected from trained (red) and untrained (blue) mice along the axis that explains the most variance. Hippocampal regions are also indicated by the point shape, squares refer to the CA1, circles to the CA3, and triangles to the DG. Right, heatmap with top 20 contributing genes to the first two principal components of each are reported in the heat map to the right of each plot. Sample size for the CA1 was 3 trained and 3 untrained. Sample size for the CA3 was 3 trained and 2 untrained. And Sample size for the DG was 3 trained and 2 untrained. Two samples from separate untrained animals (1 DG, 1 CA3) did not pass sequencing quality control and were excluded from PCA analyses. **(E)** Normalized gene expression of the top 2000 most significant DEGs. Hierarchical clustering of gene expression profiles plotted as a dendrogram clusters samples by training condition.

### 3.3 Hippocampal subregional enrichment of learning and memory-related biological processes

We carried out differential gene expression analysis comparing APA-trained to untrained mice. 

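Trained and untrained libraries were compared in all subregions together, with the subregion as a term, and in each subregion alone. In the combined comparison, 1517 of 14673 genes had a limma adjusted p-value under 0.05, of which 922 were higher and 595 lower in trained mice. In CA1 there were 710 such genes of 13588 (479 higher, 231 lower), in CA3 118 of 13848 (102 higher, 16 lower) and in DG 473 of 13935 (242 higher, 231 lower). At an unadjusted p under 0.05 there were 3736, 2565, 2182 and 2712 genes. The counts depend on single animals. Without untrained replicate 1, the combined comparison gave 438 genes and CA1 gave 339. Without trained replicate 2, CA3 gave 7 genes and DG gave 28. The setting that moved the combined count most was the sex-linked covariate, with 7 genes. That covariate had a Pearson correlation of -0.9 with training, so the fit can hardly separate them. Among the genes with the smallest adjusted p in the combined comparison, Dynll2 rose by 0.46 on the log2 scale (standard error 0.048, limma adjusted p = 1.52e-05) and Bcl6 had a log2 fold change of -0.52 (standard error 0.058, limma adjusted p = 2.34e-05). In CA1, Ptgds had the smallest adjusted p of the genes lower in trained mice, with 843.8 ± 54.1 against 1718 ± 91.9 (SD, n = 3 each, limma adjusted p = 1.97e-08). In trained CA3, Ptgds was at 733 and 808.6 in replicates 1 and 2, which have many genes at 0, as trained CA1 has. It was at 1502 in replicate 3, against 1813.8 and 1991.2 in untrained CA3. In DG the groups overlapped (1326.1 to 1450.7 in trained, 1112.4 and 1464.2 in untrained libraries). In CA3, Atp6v0c-ps2 was listed at 0 in the 3 trained libraries and at 1519 ± 256 (SD, n = 2) in the untrained ones, while Atp6v0c rose from 1981 ± 55.4 (SD, n = 2) to 4470 ± 320 (SD, n = 3). The former is a pseudogene copy of the latter, and reads can be divided between them by the quantification, so both are uncertain.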

We detected 1,663, 606, 315, and 350 differentially expressed genes (DEGs) (adjusted *p*-value <0.05) in the combined hippocampal subfields, CA1, CA3 and DG respectively, when contrasting APA-trained and untrained mice (Figures 3A–D and Supplementary Figures 1A–D). Despite high statistical significance (FDR < 0.005), most DEG in each trained versus untrained comparison exhibited modest fold change (|log_2_ fold| < 1.0) difference. 

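Of the genes with a limma adjusted p-value under 0.05, 1439 of 1517 in the combined comparison (94.9%) had an absolute log2 fold change under 1. The share was 86.1% in CA1 (611 of 710), 88.1% in CA3 (104 of 118) and 82.2% in DG (389 of 473). At an adjusted p-value under 0.005, the share was 95.4% in the combined comparison (350 of 367) and 80.8% in CA1 (189 of 234). It was 57.6% in DG (19 of 33), but 40%, 0% and 38.1% without trained replicates 1, 2 and 3 (20, 2 and 21 genes) and 38.9% without robust estimation (18 genes). Other settings raised the share in DG. It was 93.1% with all 16 libraries in one fit (27 of 29) and 77.4% with the trend on GC content and length removed (24 of 31). It was 73.4% without a low-value filter, 72.2% with a value of at least 10 in every library and 72.1% with the replicate number as a block. In CA3 it was 16.7%, where only 6 genes passed that threshold and 1 of them, Iqsec3, had an absolute log2 fold change under 1. Of the other 5, Atp6v0c, Atp6v0c-ps2, Zfp966 and Zfp967 can share reads with near-identical copies, and Ttr varied with other choroid plexus transcripts. The median absolute log2 fold change of the genes under 0.05 was 0.26, 0.41, 0.58 and 0.42 in the combined, CA1, CA3 and DG comparisons.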

Next, we investigated the overlap of regionally detected DEGs (FDR < 0.05) to elucidate the distribution of DEGs across hippocampal subregions. We found the largest overlap of upregulated DEGs between the CA3 and CA1 subregions with a total of 127 intersecting genes (Figure 3E and Supplementary Figure 1E).

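Among the upregulated genes at an adjusted p-value under 0.05, 45 were shared by CA1 and CA3, 31 by CA1 and DG, and 8 by CA3 and DG. Of the downregulated genes, 7 were shared by CA1 and CA3, 5 by CA1 and DG, and 0 by CA3 and DG. A further 15 genes were lower in trained CA1 and higher in trained DG, and 6 went the other way. Without a low-value filter these numbers were 94 and 11. Without trained replicates 1, 2 and 3, the 15 became 3, 1 and 4, and the 6 became 2, 0 and 0. With a value of at least 10 in every library, the 15 became 6. With the spread estimated from all 16 libraries in one fit, CA1 and CA3 shared 126 upregulated genes. Without trained replicate 2, they shared 1, and without trained replicate 1 they shared 94.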

**Figure 3:**
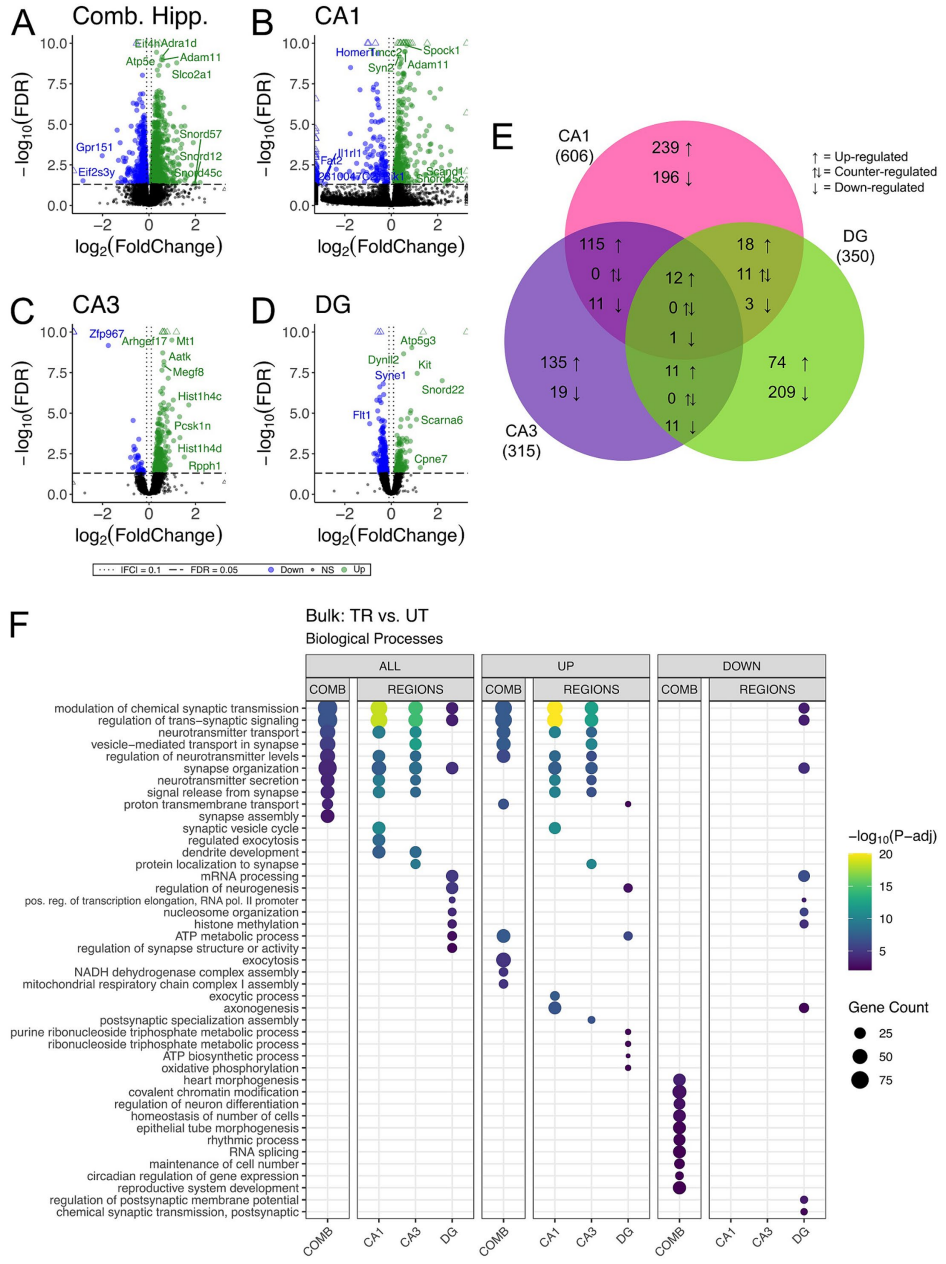
Bulk RNA-seq of hippocampal subregions reveals similar expression profiles in CA1 and CA3 regions in trained samples. **(A–D)** Volcano plot of DEGs between trained and untrained animals in all hippocampal subregions combined **(A)**, and in the CA1 **(B)**, CA3 **(C)**, and DG **(D)** subregions individually. Sample size for the CA1 was 3 trained and 3 untrained. Sample size for the CA3 was 3 trained and 2 untrained. And Sample size for the DG was 3 trained and 2 untrained. Two samples from separate untrained animals (one DG, one CA3) did not pass sequencing quality control and were excluded from differential gene expression analyses. In all hippocampal subregions combined, 966 genes were upregulated and 697 were downregulated. 393 genes were upregulated and 213 were downregulated in the CA1, 273 genes were upregulated and 42 were downregulated in the CA3, and 117 genes were upregulated and 223 were downregulated in the DG. See Supplementary Figures 1A–D for full sized plots. **(E)** Overlaps in regional DEGs demonstrate greatest similarity between CA1 and CA3 subregions. DEGs from each regional analysis were stratified by direction of fold change. Overlaps in DEGs between the CA3 and CA1 subregions were significant (Fisher’s Exact Test). See Supplementary Figure 1E for further details. **(F)** Regional enrichment of biological processes detected amongst all DEGs (left) and stratified by up- (middle) and down-regulated (right) DEGs. The top 10 biological processes detected in each analysis are shown on the *y*-axis. Biological processes are ordered based on their statistical significance in the left-most column in which they are detected. Dot color reflects the statistical significance [−log_10_(FDR)] of the biological process enrichment. Dot size reflects the number of detected DEGs mapped to the genes involved in a given biological process.

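Chance would give 3.59 shared upregulated genes between CA1 and CA3, from 474 and 102 upregulated genes among the 13463 genes tested in both. The overlap found was 12.53 times that number (one-sided Fisher's exact test, p = 1.6e-38, Benjamini-Hochberg adjusted over 12 overlaps p = 1.92e-37). For CA1 and DG the chance number was 8.1 and the overlap 3.83 times as large (adjusted p = 7.32e-10, Fisher's exact test). For CA3 and DG it was 1.75, and the overlap was 4.58 times as large (adjusted p = 0.000866, Fisher's exact test). Genes are not independent of one another, so these p-values describe the gene lists and not the variation between mice.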

GO enrichment analysis was conducted to identify overrepresented biological process among DEGs from the trained versus untrained comparison and identified within each hippocampal subregion (The Gene Ontology Consortium, 2019). 

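Gene Ontology terms were not used here, and hand-written lists of genes stood in for them. In the combined comparison, 104 genes of synaptic transmission had a median log2 fold change of 0.09, with 72 of them higher in trained mice (limma camera, adjusted p = 9.85e-06 over 52 tests). Of these 104 genes, 28 were among the upregulated genes, where chance would give 6.53 (Fisher's exact test, adjusted p = 2.16e-10 over 32 tests). The camera test used a preset correlation of 0.01 between genes. With that correlation estimated from the libraries, the adjusted p of the list was 0.53, and with the rotation test fry it was 0.0851. A list of 79 oxidative phosphorylation genes had a median log2 fold change of 0.14 (camera adjusted p = 5.17e-13), which held under fry (adjusted p = 0.00866) but not with the correlation estimated (adjusted p = 0.193).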

Among the DEGs detected in the combined hippocampal subregions, we found overrepresentation of genes involved in the modulation of neurotransmitter signaling (Figure 3F). These DEGs included *Ywhag*, *Bsn*, and *Nup153*, which have been previously implicated in these cellular functions (Wachi et al., 2017; Annamneedi et al., 2021; Leone et al., 2019). 

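Over the 9 trained and 7 untrained libraries, Ywhag had a value of 9254 ± 471 (SD, n = 9) in trained and 7220 ± 697 (SD, n = 7) in untrained mice. Its log2 fold change was 0.35 (standard error 0.044, limma adjusted p = 6.32e-05), and within each subregion every trained library was above every untrained one. Ywhag lies on chromosome 5 from 135908409 to 135934616. Bsn, on chromosome 9 from 108096022 to 108190384, had values of 11050 ± 1190 (SD, n = 9) and 7634 ± 1160 (SD, n = 7), a log2 fold change of 0.53 (standard error 0.086, limma adjusted p = 0.00197). Nup153, on chromosome 13 from 46679905 to 46727940, was lower in trained mice, at 586.3 ± 28.3 (SD, n = 9) against 714.4 ± 19.7 (SD, n = 7), a log2 fold change of -0.28 (standard error 0.043, limma adjusted p = 0.000357). With an animal left out in turn, the log2 fold change stayed between 0.28 and 0.41 for Ywhag, 0.46 and 0.59 for Bsn, and -0.31 and -0.26 for Nup153. With the sex-linked score as a covariate, the limma adjusted p was 0.0896 for Ywhag, 0.528 for Bsn and 0.122 for Nup153. Their log2 fold changes in that fit were 0.436, 0.376 and -0.399. The score had a Pearson correlation of -0.9 with training over all libraries, so this fit can hardly separate them.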

DEGs detected in both the CA3 and CA1 were also enriched with genes involved in the modulation of neurotransmitter signaling. 

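In CA1, Snap25, Shank1, Bsn and Ywhag were each higher in all 3 trained libraries than in all 3 untrained ones. Snap25 (chromosome 2 from 136713453 to 136782428) had a log2 fold change of 0.40 (standard error 0.039, limma adjusted p = 9.6e-06). Shank1 (chromosome 7 from 44310253 to 44360572) had one of 0.70 (standard error 0.053, limma adjusted p = 3.79e-07). The log2 fold changes of Bsn and Ywhag were 0.75 and 0.38, with limma adjusted p-values of 1.78e-08 and 0.000182. In CA3, Bsn rose by 0.65 on the log2 scale (standard error 0.075, limma adjusted p = 0.00581), and without trained replicate 2 its adjusted p was 0.0776. The other 4 genes were higher in each of the 3 trained CA3 libraries than in both untrained ones, but did not pass an adjusted p-value of 0.05. Their log2 fold changes were 0.32 for Snap25 (limma adjusted p = 0.156), 0.90 for Shank1 (0.12), 0.73 for Shank3 (0.127) and 0.40 for Ywhag (0.051). All 4 passed when the spread was estimated from all 16 libraries in one fit, with limma adjusted p-values of 0.0144, 0.01, 0.0196 and 0.00615. In DG the log2 fold changes were 0.07 for Snap25, -0.02 for Shank1, 0.01 for Shank3 and 0.13 for Bsn (limma adjusted p = 0.47, 0.911, 0.977 and 0.535). Ywhag also rose in DG, by 0.27 (standard error 0.069, limma adjusted p = 0.0497), with every trained library above both untrained ones. The difference between the CA1 and DG effects, tested as an interaction in limma, had an adjusted p of 0.00714 for Bsn, 0.0402 for Shank3, 0.0617 for Snap25, 0.0822 for Shank1 and 0.586 for Ywhag.

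**Figure D1:**
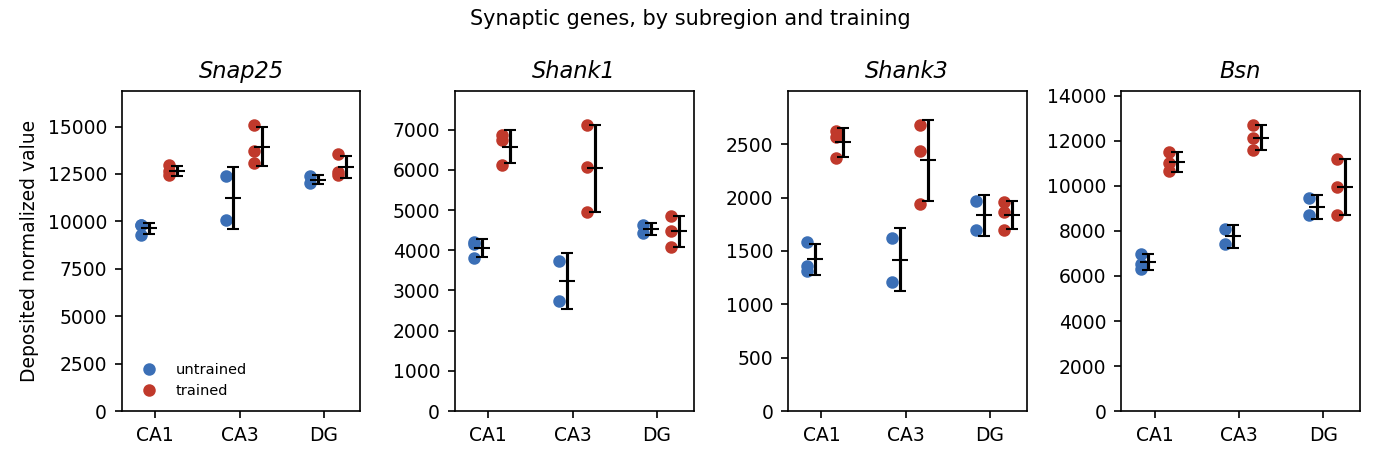
Deposited normalized values (y axis) of Snap25, Shank1, Shank3 and Bsn in CA1, CA3 and DG (x axis), with one point per library, untrained in blue and trained in red, and the mean ± SD as a black bar. In CA1 and CA3 all trained points of these 4 genes lie above all untrained points, and in DG the Shank1, Shank3 and Bsn points of the groups overlap.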

The genes *Snap25, Shank1, Shank 3, Bsn and Ywhag* were identified in the overlap of upregulated DEGs between these regions and have been studied for their involvement in synaptic transmission (Irfan et al., 2019; Mao et al., 2015; Shi et al., 2017; Kouser et al., 2013). 

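In DG, a list of 105 chromatin and mRNA processing genes had a median log2 fold change of -0.15, with 93 of them lower in trained mice (limma camera, adjusted p = 9.58e-15; fry, adjusted p = 0.0231; camera with the correlation between genes estimated, adjusted p = 0.193). Of these genes, 24 were among the downregulated genes of DG, where chance would give 1.74 (Fisher's exact test, adjusted p = 1.64e-19). A list of 81 ribosomal protein genes had a median log2 fold change of 0.09 in DG (camera adjusted p = 0.0136), which did not hold under fry (adjusted p = 0.532) or with the correlation estimated (adjusted p = 0.782). Of these genes, 6 were among the upregulated genes of DG, where chance would give 1.41 (Fisher's exact test, adjusted p = 0.0113). Another 4 were among the downregulated genes, where chance would give 1.34 (Fisher's exact test, adjusted p = 0.121), so the DEGs of this list went both ways. Of the 79 oxidative phosphorylation genes, 8 were among the upregulated genes of DG, where chance would give 1.37 (Fisher's exact test, adjusted p = 0.000304), and 0 among the downregulated ones. With each library's trend on GC content and transcript length removed, the camera adjusted p of the ribosomal list was 0.888. Lists of neurogenesis genes were not used here.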

DEGs detected in the DG were enriched with genes involved in neurogenesis and transcriptional regulation. Among these DEGs were *Kit*, *H2afz*, and *Kmt2e*, which have been studied for their relationship to neurogenesis and transcriptional regulation (Katafuchi et al., 2000; Ferreira et al., 2016; Barbieri et al., 2018; Zovkic et al., 2014; Collins et al., 2019). 

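H2afz, on chromosome 3 from 137864487 to 137866922, had a value of 663.8 ± 58.1 (SD, n = 3) in trained and 412.8 ± 75.2 (SD, n = 2) in untrained DG, a log2 fold change of 0.69 (standard error 0.112, limma adjusted p = 0.00634). In CA1 it also rose, by 0.42 on the log2 scale (limma adjusted p = 0.00297). Kmt2e, on chromosome 5 from 23434441 to 23504235, had a value of 1301 ± 42.9 (SD, n = 3) in trained and 1693 ± 87.0 (SD, n = 2) in untrained DG, a log2 fold change of -0.38 (standard error 0.070, limma adjusted p = 0.0101). Without trained replicate 2, the adjusted p was 0.0553 for H2afz. For Kmt2e it was 0.0573, 0.0638 and 0.0587 without trained replicates 1, 2 and 3. The log2 fold change of Kit was 0.21 in CA1 (limma adjusted p = 0.73) and 1.38 in CA3 (standard error 0.696, limma adjusted p = 0.462). The effects of H2afz, Kmt2e and Kit in DG did not differ from those in CA1 by the limma interaction test (adjusted p = 0.323, 0.229 and 0.501).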

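Among the upregulated genes of CA1, 29 belonged to the synaptic transmission list, where chance would give 3.67 (Fisher's exact test, adjusted p = 2.08e-17). Among those of CA3, 8 did, where chance would give 0.77 (Fisher's exact test, adjusted p = 5.03e-06). Among the upregulated genes of DG, 1 did, where chance would give 1.81. The downregulated genes held 2 genes of this list in CA1, 0 in CA3 and 4 in DG. The chromatin and mRNA processing list had 1 gene among the downregulated genes of CA1 and 0 among the 16 of CA3, where chance would give 1.79 and 0.12. By camera, this list was lower in trained CA3, with 80 of 105 genes lower and a median log2 fold change of -0.07 (adjusted p = 0.00113; fry, adjusted p = 0.636), and did not pass in CA1 (adjusted p = 0.756). None of the 4 lists was enriched among the downregulated genes of CA1 or CA3 at an adjusted p-value of 0.05. The training effect on the synaptic transmission list differed between CA1 and DG by a median of 0.16 on the log2 scale (camera on the interaction, adjusted p = 2.81e-12; fry, adjusted p = 0.0117), and between CA3 and DG by 0.18 (camera, adjusted p = 1.8e-14; fry, adjusted p = 0.0117).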

When enrichment analyses were separated by up- and down-regulated DEGs, the differences separating the CA1 and CA3 from the DG became more striking with no significant enrichment of biological processes among the downregulated DEGs of the CA1 and CA3. These data reveal a spatial distribution of gene expression across the dorsal hippocampus of trained animals, defined by a greater degree of similarity between the CA1 and CA3 than between either of these subregions and the DG.

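Across the 13398 genes tested in all 3 subregions, the log2 fold changes of CA1 and CA3 had a Pearson correlation of 0.468 (Spearman 0.381), and 64.2% of genes changed in the same direction. The correlation was 0.111 (Spearman 0.096) for CA1 and DG and 0.271 (Spearman 0.267) for CA3 and DG. These correlations are across genes, which are not independent replicates. With the genes of mean value at least 50, chosen after seeing the data, the Pearson correlations were 0.515 for CA1 and CA3, 0.406 for CA1 and DG, and 0.444 for CA3 and DG. By this measure the distance to DG was smaller without the genes of low values, with CA1 and CA3 still the closest pair. The Spearman correlations of these genes were 0.415, 0.187 and 0.359, the lowest again for CA1 and DG. With the sex-linked score as a covariate the Pearson correlations of all genes tested were 0.001, 0.024 and 0.16. In CA1 and DG that score nearly coincides with training (correlations of -0.984 and -0.929), so the training effects of that fit are poorly determined there. A test of the difference between the training effects of each pair of subregions in one limma fit of all 16 libraries found 4 genes for CA1 against CA3 (Galnt9, Ncald, Snhg11 and Zfp462, named after their values were seen), 404 for CA1 against DG and 24 for CA3 against DG at an adjusted p-value under 0.05, and 985, 2619 and 1716 at an unadjusted p under 0.05. Of the 404 genes, 176 (43.6%) had a mean value under 50. Without trained replicate 2, the 404 became 24. Marker genes of DG granule cells differed by a median of only 0.044 on the log2 scale between DG and the other libraries. Between CA3 and DG, 1 gene differed among untrained and 0 among trained libraries at a limma adjusted p-value under 0.05. Between CA1 and DG, 222 and 730 did. Tissue of neighbouring subregions in each library is a candidate explanation, so the subregions compared may not be separate tissues. The libraries with many genes at 0 are the trained ones in CA1 and the untrained ones in DG, so this split and the training effect cannot be separated within those subregions. From the DEGs of each subregion, their overlaps and the processes enriched among them, the paper concludes that the CA1 and CA3 of trained animals resemble each other more than either resembles the DG.

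**Figure D2:**
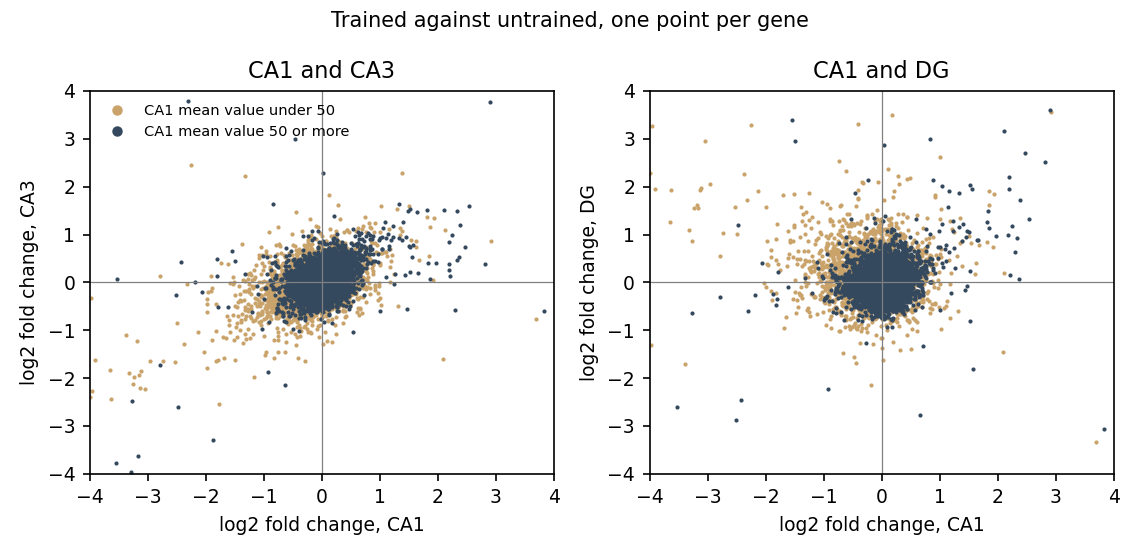
Log2 fold change, trained against untrained, of each of 13398 genes in CA1 (x axis) against CA3 (left, y axis) and DG (right, y axis), with genes of mean CA1 value under 50 in tan and the others in dark blue. The axes end at 4 in both directions and leave out 6 genes on the left and 11 on the right, and the Pearson correlations of all genes are 0.468 and 0.111.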

### 3.4 RT-qPCR validation of regionally detected DEGs

We performed targeted gene expression analyses using RT-qPCR on DG, CA3, and CA1 subregion samples collected from similarly behaviorally conditioned (i.e., trained and untrained) animals (Supplementary Figures 3A,B). We probed a total of 8 genes (with *Gapdh* as an internal control), each identified for their high statistical significance and relatively large positive fold change of expression in one of the region-specific comparisons between trained and untrained samples. In the DG, we identified significant differential expression of the gene *Kit* between trained and untrained animals, which replicates our results from bulk RNA sequencing comparisons of in this region (Supplementary Figure 3C). In the CA3 we identified significant differential expression of the gene *Rasal1* between trained and untrained animals, replicating our results from bulk RNA sequencing (Supplementary Figure 3D). In the CA1, *Homer3* and *Crym* were significantly differentially expressed (Supplementary Figure 3E). Differential expression of *Homer3* in the CA1 was an expected validation of our bulk RNA sequencing findings, but the detection of *Crym* differential expression was unexpected as it was selected as a candidate DEG from the DG. In sum, RT-qPCR allowed us to validate the differential expression of select target genes with the largest expression fold changes in our bulk RNA-seq dataset. Consistent with prior reports, some of our target genes which exhibited comparatively lower fold changes of expression escaped detection because of the limitation in RT-qPCR relative to RNA-sequencing approaches (Coenye, 2021; Everaert et al., 2017; Reshetnikov et al., 2020).

### 3.5 Differences in the spatial distribution of hippocampal gene expression between trained and untrained animals

To further investigate the spatial distribution of DEGs associated with APA memory training across the hippocampus, we performed spatial transcriptomics on coronal sections containing the dorsal hippocampus from one trained (male) and one untrained (male) mouse. Computational analyses of integrated capture spots in the hippocampal slices from trained and untrained animals revealed distinct clusters (seen in a Uniform Manifold Approximation and Projection (UMAP) plot) which map along anatomical boundaries in a spatial transcriptomic plot (Figures 4A,B). Spatial transcriptomics data were integrated with the Allen Brain Atlas (Yao et al., 2021) to computationally annotate each spot with the cell-type most prominently detected (Figures 4C,D).

**Figure 4:**
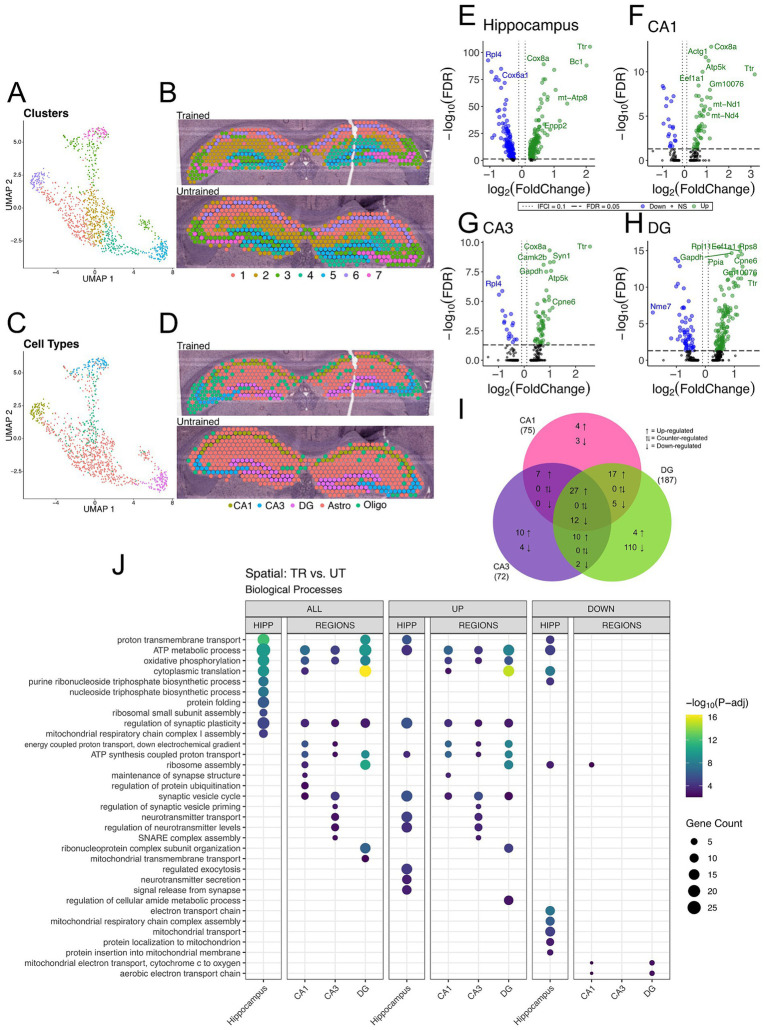
DEGs detected between trained and untrained animals within hippocampal subregions using spatial transcriptomics are enriched with genes involved in similar biological processes to those seen in bulk RNA-seq. **(A,B)** UMAP plot **(A)** and spatial transcriptomic maps of hippocampal spots **(B)** from trained and untrained mouse samples (*n* = 1 per group). Discrete color scale displays unsupervised graph-based clustering of hippocampal spots. Clusters are labeled 1 through 7 from greatest (1) to least (7) number of spots belonging to each unbiased cluster. Unbiased clustering groups spots along anatomical boundaries reflecting natural transcriptomic differences between morphologically distinct regions in the hippocampus. **(C,D)** UMAP plot **(C)** and cell-type annotated spatial transcriptomic maps of hippocampal spots **(D)** in samples from the trained and untrained mouse. Discrete color scale reflects the predominant cell type surveyed by each capture spot which was determined by cell-type annotation of hippocampal capture spots through automated integration of our data with the single cell Allen Brain Atlas for mice. **(E–H)** Volcano plot of DEGs between all hippocampal **(E)**, CA1 **(F)**, CA3 **(G)**, and DG **(H)** cell-layer spots from trained and untrained mice (*n* = 1 per group). In the analysis of all hippocampal combined, 205 genes were upregulated and 147 were downregulated. 55 genes were upregulated and 20 were downregulated in the CA1 cell layer, 54 genes were upregulated and 18 were downregulated in the CA3 cell layer, and 129 genes were upregulated and 58 were downregulated in the DG cell layer. **(I)** Overlap of regionally detected DEGs stratified by direction of fold change. Overlaps were tested with Fisher’s exact test. See Supplementary Figure 2 for further details. **(J)** Regional enrichment of biological processes detected amongst all DEGs (left) and stratified by up- (middle) and down-regulated (right) DEGs. The top 10 biological processes detected in each analysis are shown on the *y*-axis. Biological processes are ordered based on their statistical significance in the left-most column in which they are detected. Dot color reflects the statistical significance [−log_10_(FDR)] of the biological process enrichment. Dot size reflects the number of detected DEGs mapped to the genes involved in a given biological process. See Supplementary Figure 2 for enrichment of Cellular Component and Molecular Function GO terms.

Differential gene expression analysis between trained and untrained mice identified a total of 352 DEGs in all hippocampal spots, with further stratification by subregional cell layers detecting 75 DEGs in the CA1, 72 DEGs in the CA3, and 187 DEGs in the DG (Figures 4E–I and Supplementary Figure 2). GO enrichment analyses of the DEGs detected between all hippocampal spots identified biological processes related to energy production and protein expression (Figure 4J). DEGs detected in the analysis of the CA1 cell layer were enriched with biological processes related to energy production and synaptic function. In the CA3, DEGs were enriched with genes involved in neurotransmitter release and energy production. And in the DG, DEGs were enriched with genes involved in energy production and translational machinery. Notably, the biological process “regulation of synaptic plasticity” (GO: 0048167) was enriched among the DEGs detected between all subregional comparisons between trained and untrained animals.

These spatial transcriptomics data are concordant with our bulk RNA sequencing data. The overlap of DEGs detected in each hippocampal region between the two techniques was lower than expected (10, 10, 22, in the CA1, CA3, and DG, respectively). Notwithstanding, there is stronger concordance between the biological process enrichment detected with the two techniques. We found upregulation of genes involved in the regulation of synaptic plasticity across all three hippocampal subregions in both experiments. These findings reinforce a subregion-specific model of memory-associated transcriptional activation following memory recall.

### 3.6 Arc-expressing hippocampal spots exhibit changes in the expression of memory-associated genes and biological processes

Our data suggest that differences in behavioral conditioning contributed to variations in the spatial distribution of synaptic plasticity related gene expression across the hippocampal network. It is well established that a surge of Arc expression accompanies memory associated processes such as consolidation and retrieval, and differences in behavioral conditioning affect the recruitment of *Arc*-expressing hippocampal neurons which form the memory-associated neuronal ensemble (Gouty-Colomer et al., 2016; Gallo et al., 2018; Carrillo-Reid, 2022; Gouty-Colomer et al., 2016; Hsieh et al., 2021; Chia and Otto, 2013). As such, we studied the *Arc*-expressing spatial transcriptomics spots to assess changes in biological processes within the memory associated neuronal ensemble following APA memory recall. Spatial transcriptomic spots with detectable expression of *Arc* mRNA (>0 copies) were determined to be *Arc +* in this experiment. Given the resolution and capture efficiency of spatial transcriptomics (Asp et al., 2020), these spots represent regions of space with high expression of *Arc* mRNA across one or more cells/cellular compartments. Hence, we utilized these *Arc +* spots as a proxy for the location of the putative memory-associated neuronal populations with induced expression of *Arc* following the retrieval of the active place avoidance memory.

We observed a sparse distribution of *Arc +* spots in our samples consistent with the characteristic expression of Arc protein in the hippocampus from studies investigating memory associated ensembles (Mayford, 2014; Chia and Otto, 2013; Gouty-Colomer et al., 2016). Out of the 542 spots in the hippocampus from the trained animal, 195 spots had detectable expression of *Arc* mRNA (*Arc+*). The untrained animal, 169 *Arc +* spots out of 568 hippocampal spots (Supplementary Figure 4C). In both samples, spots with the highest level of *Arc* expression concentrated primarily in the CA1 cell layer (Figures 5A,B).

**Figure 5:**
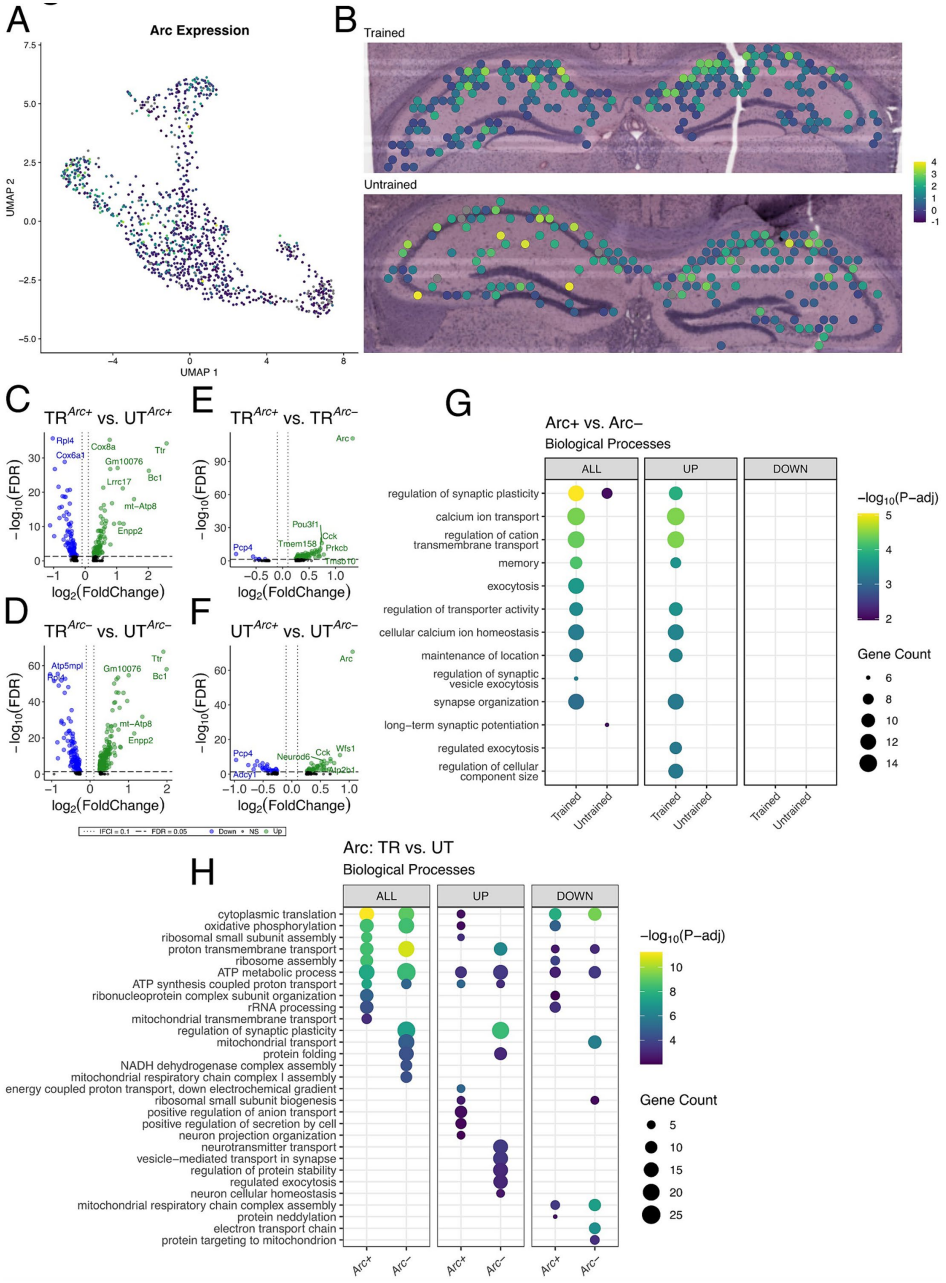
Arc-positive spots in the trained sample are enriched with genes involved in synaptic plasticity. **(A,B)** UMAP plot **(A)** and spatial transcriptomic maps of hippocampal spots **(B)** in the trained and untrained samples colored to reflect normalized expression of *Arc*. *Arc* positivity is determined by detectable expression (>0 copies) of *Arc* mRNA in a spatial transcriptomic spot. **(C,D)** Volcano plots of differential gene expression of *Arc* positive **(C)** and negative **(D)** spots across behavioral conditions. In the analysis of *Arc +* spots across behavioral conditions 85 upregulated and 89 downregulated genes were detected. In the analysis of *Arc-* spots across behavioral conditions 113 upregulated and 240 downregulated genes were detected. **(E,F)** Volcano plots of differential gene expression between *Arc* positive and negative spots within trained **(E)** and untrained **(F)** samples. In the analysis of *Arc* spots within the trained animal 95 upregulated and 6 downregulated genes were detected. In the analysis of *Arc* spots within the untrained animal 47 upregulated and 31 downregulated genes were detected. **(G)** Biological processes overrepresented in the analysis of *Arc*-expressing spots within trained and untrained samples amongst all DEGs (left) and stratified by up- (middle) and down-regulated (right) DEGs. The top 10 biological processes detected in each analysis are shown on the *y*-axis. Biological processes are ordered based on their statistical significance in the left-most column in which they are detected. Dot color reflects the statistical significance [−log_10_(FDR)] of the biological process enrichment. Dot size reflects the number of detected DEGs mapped to the genes involved in a given biological process. **(H)** Biological processes overrepresented in the analysis of *Arc*-expressing spots across trained and untrained samples amongst all DEGs (left) and stratified by up- (middle) and down-regulated (right) DEGs. The top 10 biological processes detected in each analysis are shown on the *y*-axis. Biological processes are ordered based on their statistical significance in the left-most column in which they are detected.

To assess synaptic plasticity-related transcriptional changes in these *Arc +* spots, we conducted multiple differential expression comparisons: (1) across sets of *Arc +* or *Arc*− spots between the trained and untrained animal (Figures 5C,D), and (2) within the trained or untrained animal between sets of *Arc +* and *Arc*− (Figures 5E,F). The comparison of *Arc +* spots across trained and untrained animals detected 174 significant DEGs, and comparison of *Arc*− spots across trained and untrained animals detected 353 significant DEGs. GO term enrichment analysis of DEGs detected across *Arc* + spots in the trained and untrained animal revealed enrichment with biological processes related to ribosomal function and energy production (Figure 5H). A finding which is consistent with the regionalized differences observed between the trained and untrained animals through spatial transcriptomics (Figure 4J). *Rpl4* and *Rpl5* were differentially expressed in the analysis across *Arc* + spots in the trained and untrained, and are known for their roles in ribosomal biogenesis (Robledo et al., 2008). Enrichment analyses of DEGs detected in *Arc*− spots across training conditions revealed a similar set biological processes related to energy production as those detected in the analysis of *Arc +* spots. Differences between the two comparisons are accentuated when enrichment analyses are performed separately on up- and down-regulated DEGs.

101 DEGs were detected within *Arc* + and *Arc*− spots in the trained animal, and 78 DEGs were detected within *Arc* + and *Arc*− spots in the untrained animal. Notably, substantially more biological processes related to synaptic plasticity and neuronal excitability were enriched in the DEGs *Arc +* spots of the trained animal as compared to *Arc +* spots of the untrained animal. This difference is enhanced when the enrichment analyses are separated by up- and down-regulated DEGs, where only the upregulated DEGs within the *Arc +* spots of the trained animal demonstrate enrichment of any biological processes (Figure 5G). *Prkcb* and *Dkk3*, known for their role in synaptic plasticity (Weeber et al., 2000; Martin-Flores et al., 2024), were detected amongst upregulated genes in the comparison of *Arc +* and *Arc*− spots in the trained animal. In summary, enrichment analyses in *Arc +* spots across training conditions detected biological processes related to energy metabolism and ribosomal biogenesis, while *Arc +* spots within the trained sample revealed biological processes related to synaptic plasticity and transmission.

### 3.7 IEG-expressing hippocampal spots comprise distinct gene expression profiles

Our findings demonstrate that behavioral training induces discrete transcriptional changes in the population of spots marked by *Arc* expression. However, memory traces are likely comprise overlapping yet molecularly distinct neuronal populations tagged by IEGs (Sun et al., 2020; Nambu et al., 2022; Okuno, 2011; Gallo et al., 2018). We sought to examine spots marked by the expression of the IEG most and least correlated with the expression of *Arc* to evaluate the functional relationship between these subsets of the memory-associated ensemble. Pairwise correlations identified *Egr1* and *c-Jun* as the IEGs most and least correlated with *Arc*, respectively (Supplementary Figures 4A,B, 5A–F).

Unlike *Arc*, which codes for a cytoskeleton regulating protein, both *Egr1* and *c-Jun* code for transcription factors. IEGs which function as transcription factors are thought to promote the expression of activity related genes which execute the cellular level changes necessary for memory storage (Yap and Greenberg, 2018; Sun et al., 2020; Kim et al., 2018; Yelhekar et al., 2024). Genes downstream of *Egr1*-driven transcription are involved in vesicular release, neurotransmitter metabolism, receptor expression, and synaptic plasticity (Duclot and Kabbaj, 2017; Sekiya et al., 2019). Genes downstream of *c-Jun*-driven transcription in the brain are involved in neurite growth, axonal regeneration, and synaptic long term depression (Raivich and Behrens, 2006; Haeusgen et al., 2009).

We performed differential gene expression analyses on *Egr1* and *c-Jun* expressing spots across and within behavioral conditions. As described in the previous section, spatial transcriptomic spots were determined as positive if they had detectable expression of the IEG (either *Egr1* or *c-Jun*). In total, 380 out of 542 spots in the hippocampus of the trained animal and 256 out of 568 spots in the untrained animal were found to express detectable levels of *Egr1* (Supplementary Figure 3G). In both samples, spots with the highest level of *Egr1* expression were located predominantly in the CA1 cell layer, following the spatial distribution of *Arc* expression (Figures 6A,B). Detectable levels of *c-Jun* were seen in 308 out of 542 spots in the hippocampal sample from the trained animal and 175 out of 568 spots in the untrained animal (Supplementary Figure 3G). In both samples, spots with the highest level of *c-Jun* expression were located predominantly in the DG granule cell layer (Figures 6C,D).

**Figure 6:**
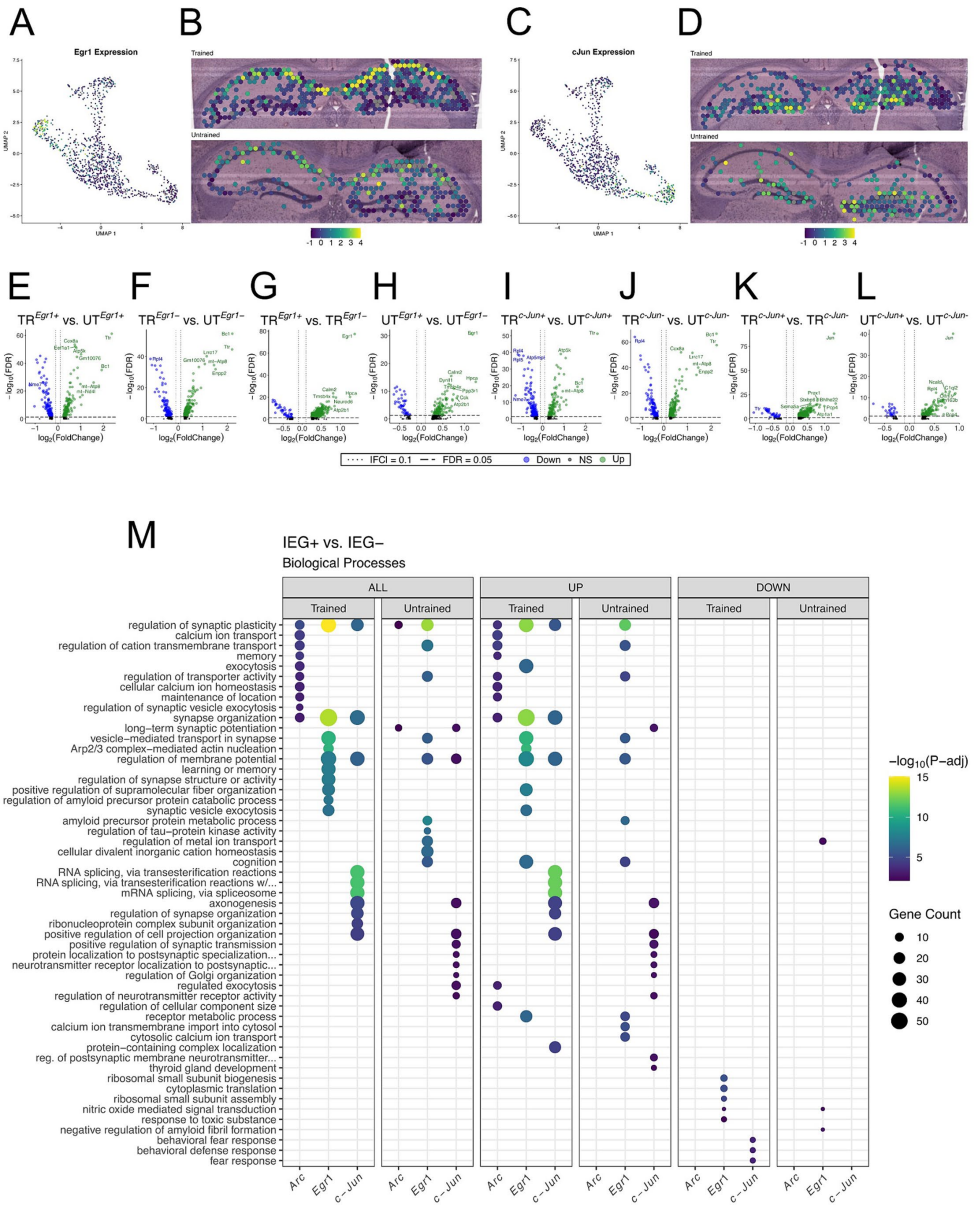
Spatial transcriptomics reveals distinct collections of biological processes enriched among *Arc*, *Egr1*, and *c-Jun*-expressing spots. **(A,B)** UMAP plot **(A)** and spatial transcriptomic maps **(B)** of hippocampal spots in the trained and untrained sample colored to reflect the normalized expression of *Egr1*. **(C,D)** UMAP plot **(C)** and spatial transcriptomic maps **(D)** of hippocampal spots in the trained and untrained samples colored to reflect normalized expression of *c-Jun*. *Egr1* and *c-Jun* positivity is determined by detectable expression (>0 copies) of *Egr1* or *c-Jun* mRNA in a spatial transcriptomic spot. **(E–H)** Volcano plots of differential gene expression of *Egr1* positive **(E)** and negative **(F)** spots across behavioral conditions and within trained **(G)** and untrained **(H)** samples. In the analysis of *Egr1+* spots across behavioral conditions 135 upregulated and 160 downregulated genes were detected. In the analysis of *Egr1-* spots across behavioral conditions 216 upregulated and 111 downregulated genes were detected. In the analysis of *Egr1* spots within the trained animal 509 upregulated and 46 downregulated genes were detected. In the analysis of *Egr1* spots within the untrained animal 150 upregulated and 46 downregulated genes were detected. **(I–L)** Volcano plots of differential gene expression of *c-Jun* positive **(I)** and negative **(J)** spots across behavioral conditions and within trained **(K)** and untrained **(L)** samples. In the analysis of *c-Jun +* spots across behavioral conditions 123 upregulated and 175 downregulated genes were detected. In the analysis of *c-Jun-* spots across behavioral conditions 193 upregulated and 121 downregulated genes were detected. In the analysis of *c-Jun* spots within the trained animal 440 upregulated and 40 downregulated genes were detected. In the analysis of *c-Jun* spots within the untrained animal 138 upregulated and 28 downregulated genes were detected. **(M)** Biological processes overrepresented between the IEG+ and IEG- spots within each sample. Analysis of GO term overrepresentation is stratified by all DEGs (left), up- (middle), and down-regulated (right) DEGs. The top 10 biological processes detected in each analysis are shown on the *y*-axis. Biological processes are ordered based on their statistical significance in the left-most column in which they are detected. Dot color reflects statistical significance [−log10(FDR)] of biological process enrichment. Dot size reflects number of detected DEGs mapped to the genes involved in a given biological process.

In the analysis of *Egr1+* or *Egr1-* spots across training conditions, 295 DEGs were detected in the *Egr1+* spots, and 327 DEGs in the *Egr-* spots (Figures 6E,F). In the analysis of *c-Jun +* or *c-Jun-* spots across training conditions, 298 DEGs were detected in the *c-Jun +* spots, and 314 DEGs in the *c-Jun-* spots (Figures 6I,J). GO enrichment analyses of all three IEG expressing spot populations across trained and untrained conditions revealed similar sets of enriched biological processes (Supplementary Figure 3D), namely those involved in ribosomal function and energy production. A finding which is consistent with the regionalized differences observed between the trained and untrained animals through spatial transcriptomics (Figure 4J).

In the analysis between *Egr1+* and *Egr-* spots, 555 DEGs were identified within the trained animal, and 196 DEGs within the untrained animal (Figures 6G,H). In the analysis between *c-Jun +* and *c-Jun*- spots, 480 DEGs were identified within the trained animal, and 166 DEGs within the untrained animal (Figures 6K,L).

Due to the high degree of correlation between the expression of *Arc* and *Egr1*, and the low correlation between the expression of *Arc* and *c-Jun*, we expected that *Arc* and *Egr1*-expressing spots would appear more functionally similar to one another than they would to *c-Jun*-expressing spots, within the same sample. Counterintuitively, comparisons of IEG+ and IEG- spots within each sample revealed distinct collections of biological processes overrepresented in the *Arc*, *Egr1*, and *c-Jun* expressing populations. Additionally, in contrast to the within sample analyses of *Arc* spots (Figure 5G), within sample analyses of *Egr1* and *c-Jun* spots were enriched with numerous biological processes in *both* trained and untrained mice. This effect is enhanced when enrichment analyses are stratified by up- and down-regulation. Biological processes enriched among DEGs in the *Egr1* spots within the trained and untrained mice were both involved in synaptic organization and plasticity (Figure 6M). Biological processes involved in RNA splicing, synaptic plasticity, and axonal growth were overrepresented in *c-Jun* spots in both trained and untrained mice. Together, these data suggest that IEG-expression following the memory retention test marks subsets of neurons which are enriched with distinct sets of biological processes.

## 4 Discussion

In this study, we used a combination of bulk RNA sequencing and spatial transcriptomics to identify changes in gene expression between APA-trained and untrained conditions, across each major subregion of the dorsal hippocampus and within IEG-expressing spots following memory recall elicited during retention test. A recent study utilizing spatial transcriptomics found distinct transcriptomic signatures in the hippocampal subregions following training in a spatial object recognition task (Vanrobaeys et al., 2023). This finding illustrates the power of using novel transcriptomic analyses to explore the spatial distribution of gene expression profiles when investigating memory-associated neuronal networks.

### 4.1 Regionalization of molecular mechanisms following memory recall

Different brain regions are recruited depending on the type of memory training an animal is exposed to Rolls (2000) and Tonegawa et al. (2018). We found evidence supporting the regionalization of gene expression in trained compared to untrained animals resulting in overrepresentation of GO terms across the dorsal hippocampus following spatial memory recall. A finding consistent with prior reports demonstrating enrichment of biological processes related to transcription and synaptic differentiation in the DG following APA recall (Harris et al., 2020). In our study, comparative bulk RNA sequencing analyses between trained and untrained animals revealed abundant overlap of detected DEGs and enriched biological processes between the CA1 and CA3 subregions. However, the transcriptional landscape observed in the DG exhibited divergence from both CA subregions, suggesting recruitment of specialized molecular pathways in the trained animals in a subfield specific manner following memory recall.

Cells in the CA1 and CA3 subregions share similar morphologies and ontology as compared to the dentate gyrus (Stanfield and Cowan, 1979; Khalaf-Nazzal and Francis, 2013; Cembrowski and Spruston, 2019), which could account for our regionalized findings in the bulk RNA sequencing analysis. During memory recall, the functional coupling of the CA3 and CA1 subregions (Montgomery and Buzsaki, 2007; Carr et al., 2012) is also reflected by the gene expression changes observed in this analysis. Our findings support the role of neurogenesis and protein synthesis in the DG (Alam et al., 2018; Kitamura et al., 2009; Kitamura and Inokuchi, 2014; Deng et al., 2010), as well as the memory-associated increases in efficacy in CA3-CA1 synaptic connections (Aksoy-Aksel and Manahan-Vaughan, 2013; Pavlowsky and Alarcon, 2012) associated with the APA training experience. Furthermore, our data also implicate enhanced energetic requirements in the DG during periods of high cognitive demand that enable accurate spatial navigation and memory recall (Mendez-Lopez et al., 2010; Christie and Schrater, 2015), evidenced by the enrichment of ATP metabolic pathways with the trained condition.

### 4.2 Technical considerations of using spatial transcriptomics

We employed an integrative approach combining bulk RNA sequencing and spatial transcriptomics to determine the transcriptomic profile elicited in the hippocampus following the recall of a consolidated spatial memory. Both methodologies provided unique utility and insight into the transcriptomic changes in the brain following memory and have proven to be highly compatible (Li and Wang, 2021; Vanrobaeys et al., 2023). Our bulk RNA sequencing uncovered robust hippocampal subregion-specific distinctions in biological process enrichment between trained and untrained conditions. Meanwhile, spatial transcriptomic analyses revealed anatomical stratification of DEGs but convergence on overlapping sets of enriched biological processes across the CA1, CA3, and DG cell layers. The apparent differences between the results obtained from these two results were unexpected. Between the two techniques, few of the regionalized DEGs were overlapping yet, we found that DEGs detected in each region were involved in the regulation of synaptic plasticity. This finding indicates that both techniques are detecting similar biologically significant changes supporting APA memory recall.

The distinct results noted by the bulk and spatial transcriptomic experiments potentially arise from key chemical and technical variances between the two methodologies. First, the 55 μm capture spots of the 10x Visium spatial transcriptomics platform permits a more granular analysis of gene expression differences between specifically annotated populations of cells, as opposed to the entirety of a bulk section (Stahl et al., 2016). Second, relative to bulk sequencing, 10x’s Visium spatial transcriptomics requires more tissue processing before RNA extraction and has lower RNA detection sensitivity (Asp et al., 2020), which might skew the genes detected between the two studies. Nevertheless, we surmise that our dual omics approach leverages the combined strength and resolution of these emerging technologies to explore the gene expression changes following spatial memory recall simultaneously within individual cell populations and across a spatially distributed neuronal network.

### 4.3 *Arc*-expressing spots are enriched with genes involved in synaptic plasticity

Using spatial transcriptomics, we examined the spatial distribution of IEG expression in the dorsal hippocampus to infer the location of neurons involved in memory formation. We hypothesized that spatially restricted subsets of IEG-expressing memory-associated neurons would be detected amongst these spots and enriched with genes related to synaptic plasticity. To test this, mice were sacrificed following retention test during the temporal window comprising the peak expression of IEGs as well as the initial upregulation phase of late response genes (Yap and Greenberg, 2018; Sheng and Greenberg, 1990). This approach enabled concurrent transcriptional profiling of both the rapid and delayed genomic responses linked to memory formation. The spatial patterning of IEG induction and overlap with plasticity-related genes could reveal the locations of neurons recruited to the memory trace with the dorsal hippocampus.

Comparisons of *Arc* + spots across the trained and untrained animal revealed enrichment of biological processes related to energy metabolism and ribosomal function. Critically, comparisons of *Arc* + versus *Arc*− spots within the trained animal were substantially different from those in the untrained animal. Specifically, *Arc* + spots in the trained animal displayed upregulation of biological processes related to synaptic plasticity, several of which were also enriched in the bulk analyses. These data imply that the significant functional modulation occurring selectively in the *Arc*-expressing neuronal population following learning may largely drive the transcriptional differences observed between training conditions in the analysis of bulk hippocampal subregions.

We found that the expression of *Arc* mRNA was only detectable in a subset of spatial transcriptomic spots in the hippocampus. This spatial distribution of *Arc* expression differs from reference atlases measuring the expression of *Arc* in the hippocampus through *in situ* hybridization (Kasukawa et al., 2011; Lein et al., 2007). This discrepancy can be accounted for by the lower RNA detection sensitivity of spatial transcriptomics, which would bias detectable *Arc* mRNA to the regions of space with the highest expression (Asp et al., 2020). As discussed previously, Arc expression is induced following robust memory-related neuronal activity (Ryan et al., 2015; Guan et al., 2016; Chen et al., 2019; Guzowski et al., 1999; Ramirez-Amaya et al., 2005; Lee et al., 2022). In our data we find the regions of space with the highest expression of *Arc* are mainly along the principal cell layer of the CA1 subregion. This finding indicates that this hippocampal subregion has the highest density of strongly activated *Arc +* neurons belonging to the memory associated neuronal ensemble.

10x Visium spatial transcriptomics permits a resolution of 55 μm, given the size of an individual capture spot. The density of cell bodies varies across regions of the hippocampus meaning that a spot of this size covers approximately 10–50 cell bodies and countless packed nerve fibers. Neuronal activity and IEG expression also vary by region and layer. In the densely packed granule cell layer of the DG, a small fraction of cells are active and strongly expressing IEGs (including Arc) after learning (Ramirez-Amaya et al., 2006). In contrast, the large pyramidal cells of the CA1 and CA3 principal cell layers are recruited in greater relative proportions following memory and have higher basal level of Arc expression (Guzowski et al., 2001). Therefore, the number of neighboring Arc-expressing cells required to reach a detectable level with spatial transcriptomics correspondingly varies by region. For example, the number of small granule cells required per capture spot might be greater than the number of required pyramidal cells. As such, we cannot determine the cellular composition of the spots (e.g., spots containing many cells expressing Arc versus spots containing one or few cells highly expressing Arc) across the regions of the hippocampus. Although the approach is not single-cell resolution, and multiple steps of the protocol decrease the sensitivity of the mRNA detection, we do reason that this spatial transcriptomic approach is suitable for the detection of highly expressed mRNAs, like the IEG mRNAs elicited by the reactivation of a memory. With discretion, we speculate that the training experience tunes molecular processes in cell populations (i.e., spatial spots), which we can define as microenvironments, to encode learned information.

We put forward the notion that the organization of the sparsely recruited Arc-expressing spots that we investigate in this paper may be constituted by subsets of memory engram cells neighbored by a network of complementary cells that creates a mesh of sinks and sources in neural activity (i.e., microenvironments) with the purpose of information coding. It is not yet known if the functional changes that distinguish cells in a memory-associated neuronal ensemble from surrounding cells are the same functional changes that distinguish these cells across training conditions. Our data suggest that there are two defining features of the *Arc +* spots: the exclusive upregulation of synaptic plasticity mechanisms relative to *Arc*- spots in the trained animal, and the upregulation of energy production and ribosomal function in the trained versus the untrained animal. In support of these findings, a recent study identified synaptic plasticity as a defining feature of a neuron in a memory-associated neuronal ensemble (Jeong et al., 2021). Additionally, increases in energy production and ribosomal biogenesis have been found during periods of high cognitive demand (Magistretti and Allaman, 2015; Hernández et al., 2015), which corresponds to the trained avoidance behavior of the APA paradigm (Cimadevilla et al., 2000; Wesierska et al., 2005).

### 4.4 *Egr1-* and *c-Jun*-expressing spots exhibit distinct transcriptomic profiles

Extensively studied for its role in memory storage, the Arc-tagged neuronal ensemble represents only a fraction of neurons activated during a memory event (Lacagnina et al., 2019; Sun et al., 2020; Sweis et al., 2021). Distinct subgroups of the neurons activated during a memory event are marked by several Immediate Early Genes (IEGs), which are associated with different patterns of intense neuronal activity (Okuno, 2011; Sun and Lin, 2016; Sheng et al., 1993; Guzowski et al., 2001; Tonegawa et al., 2018). This IEG expressing neuronal ensembles could encode multiple memory traces for a specific behavioral experience (Kitamura et al., 2017; Tonegawa et al., 2018; Tonegawa et al., 2015; Terranova et al., 2023). Using spatial transcriptomics, we assessed the gene expression profiles of spots expressing the IEGs *Egr1* and *c-Jun*, which were the IEGs most and least correlated with *Arc* expression, respectively.

*Arc+, Egr1+,* and *c-Jun +* spots displayed enrichment for largely distinct sets of biological processes within both trained and untrained animals. In contrast to the within sample comparisons of *Arc* spots, numerous biological processes were overrepresented within the trained and untrained animal for both *Egr1* and *c-Jun* spots. Specifically, *Egr1* spots displayed enrichment of biological processes related to synaptic organization and synaptic plasticity, whereas *c-Jun* spots displayed enrichment of biological processes related to RNA splicing, synaptic plasticity, and axonal projection. Additionally, the spatial distribution of *Arc* and *Egr1* shows high levels of expression in the CA1 cell layer of trained and untrained samples, while the expression of *c-Jun* is high in the DG. In one study, Egr1 protein was shown to have higher expression in the CA1 following 1 day old spatial memory retrieval, relative to later time points (Barry et al., 2016). In the same study, Arc protein was difficult to detect in the CA1 due to low staining contrast in trained and control animals. While our data replicated the finding for *Egr1* mRNA, they also point toward the utility of spatial transcriptomic studies to investigate the memory trace as it evolves over time.

Differing IEG induction likely relates to unique patterns of neuronal activation (Lyons and West, 2011; Madabhushi and Kim, 2018; Tyssowski et al., 2018; Flavell and Greenberg, 2008) and downstream circuit engagement (Roy et al., 2017), highlighting the functional and spatial diversity amongst recruited cells within memory associated neuronal ensembles. Both *Egr1* and *c-Jun* code for transcription factors whose downstream genes have been linked with synaptic plasticity and memory processes (Yelhekar et al., 2024). Genes downstream of Egr1-driven transcription are involved in vesicular release, neurotransmitter metabolism, receptor expression, and synaptic plasticity (Duclot and Kabbaj, 2017; Sekiya et al., 2019). Genes downstream of c-Jun-driven transcription in the brain are involved in neurite growth, axonal regeneration, and synaptic long term depression (Raivich and Behrens, 2006; Haeusgen et al., 2009). At the behavioral level, *Egr1* and *c-Jun* expression has been reported in response to fear memory and acute stress, respectively, while *Arc* expression has been linked to the encoding of contextual information (including location), in spatial memory tasks (Cheval et al., 2012; Maddox et al., 2011; Sherrin et al., 2010; Kubik et al., 2007; Gouty-Colomer et al., 2016; Cleland et al., 2017; Ramirez-Amaya et al., 2005).

It is well described that different patterns of neuronal activity can differentially trigger the expression of distinct IEGs (Okuno, 2011, Sun and Lin, 2016, Sheng et al., 1993, Guzowski et al., 2001, Tonegawa et al., 2018). And that different patterns of neuronal activity impinging on the same or distinct subsets of a neuronal population are also seen during the acquisition and retrieval of a memory experience (Lyons and West, 2011; He et al., 2019; Kim et al., 2018). While the direct link between types neuronal activity and IEG expression has yet to be established, it is plausible to model their connection as a continuous feature space that could describe cellular mechanisms across neuronal populations encoding of the various components of a memory experience (Kitamura et al., 2017; Tonegawa et al., 2018; Tonegawa et al., 2015; Terranova et al., 2023). In our study, the differences observed amongst the *Egr1*, *c-Jun,* and *Arc* expressing spots could be related to emotional, temporal, and spatial components inherent to both memory experiences of trained and untrained animals in the APA apparatus (Sun et al., 2020).

Presently, we cannot make specific connections between particular IEG-driven mechanisms and specific behavioral components of a memory experience. This remains a core gap in our knowledge of how the brain stores memory. Addressing this gap in knowledge would necessitate an approach linking molecular mechanisms and neuronal networks to simultaneously identify biological pathways associated with behavioral features (e.g., aversive or rewarding, early-term or long-term), the subset of neurons enhancing/repressing those pathways and, importantly, the connectivity of these neurons (inputs and outputs) within brain circuits.

### 4.5 Investigating memory across multiple scales in the brain

In summary, we performed an integrated investigation of hippocampal transcriptional dynamics following spatial memory recall leveraging the high sensitivity bulk RNA sequencing to complement the high spatial resolution of spatial transcriptomics. Regionally restricted expression patterns were observed with the CA1 and CA3 subregion exhibiting enrichment for synaptic plasticity and transmission pathways, while the DG was more prominently categorized by enrichment for protein synthesis and energy metabolism pathways. We identified a specialized signature of *Arc* expressing spots in trained mice categorized by upregulation of genes involved synaptic plasticity and transmission. Additionally, functionally distinct IEG expressing populations were revealed with *Arc, Egr1,* and *c-Jun* expressing spots exhibiting differential pathway enrichment and anatomical distribution.

The hippocampal transcriptional landscape captured in this study of APA memory recall represents a single transitionary state over the life of a memory. Networks in the hippocampus undergo complex spatio-temporal tuning in flow of information depending on memory phase, valence, and cognitive load (Terranova et al., 2022; Roy et al., 2017; Marks et al., 2022). As a memory evolves through systems consolidation, the neural ensembles, cellular properties, and molecular profiles supporting the memory trace are thought to transform correspondingly (Tonegawa et al., 2018; Alberini and Kandel, 2014). However, capturing this gradual reshaping of memory representations across hippocampal subregions has remained challenging. Emerging spatial molecular profiling techniques offer unmatched resolution for mapping distributed neuronal populations while preserving native tissue context. Looking forward, studies exploring the molecular memory trace would benefit from employing multiple transcripomic technologies on the same neuronal system to gather vital information across spatial scales, as we have done here. By applying transcriptomic methods to concurrently inspect spatial loci and neuronal populations, the topological features of the molecular signatures supporting memory could be elucidated.

## Data Availability

The data for this project can be found using accession numbers GSE279272 and GSE279273. GSE....72 has the microdissection experiments data. GSE...73 has the data for the spatial transcriptomic experiments. They can be found published and released at the following links: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE279273, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE279272.

# Supplementary material for: Spatially resolved transcriptomic signatures of hippocampal subregions and Arc-expressing ensembles in active place avoidance memory
**Source:** Front Mol Neurosci. 2024 Oct 31;17:1386239. doi: 10.3389/fnmol.2024.1386239
**Supplement:** Supplementary file 1

# Supplemental Figure 1

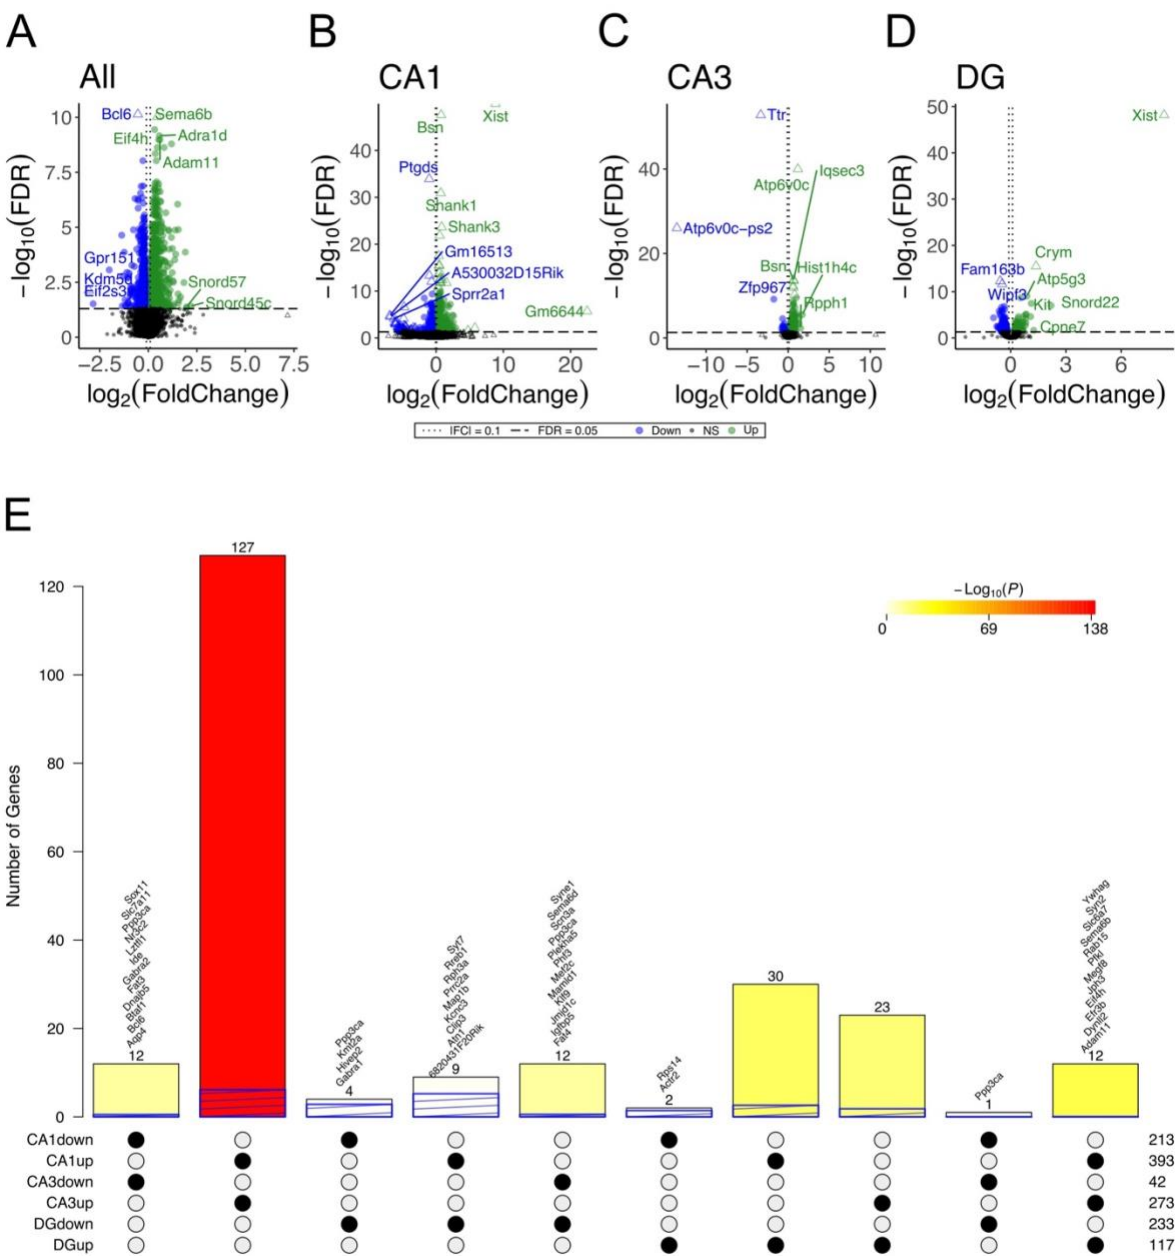

2 Supplemental Figure 1. Trained CA1 and CA3 subregions express similar DEGs and  
3 postsynaptic cellular component GO terms. **(A-D)** Volcano plot of DEGs between trained and  
4 untrained CA1, CA3 and DG samples, combined and individually. Triangular points mark data  
5 out of the frame of the main text figure. **(E)** Upset plot of overlaps in regional DEGs  
6 demonstrates greatest similarity between CA1 and CA3 samples. DEGs from each regional  
7 analysis were stratified by direction of fold change. In the upset plot, each bar represents the  
8 number of genes in an intersection of lists of DEGs. The intersecting lists is represented by the  
9 dots underneath the bar. The hashed line on each bar represents the expected intersection of two  
10 identically sized random lists. Overlaps were tested with Fisher's exact test using the list of all  
11 expressed genes as a background. The color of the bar represents the  $-\log_{10}(P)$  for the BH  
12 corrected P-value of each intersection.

# Supplemental Figure 2

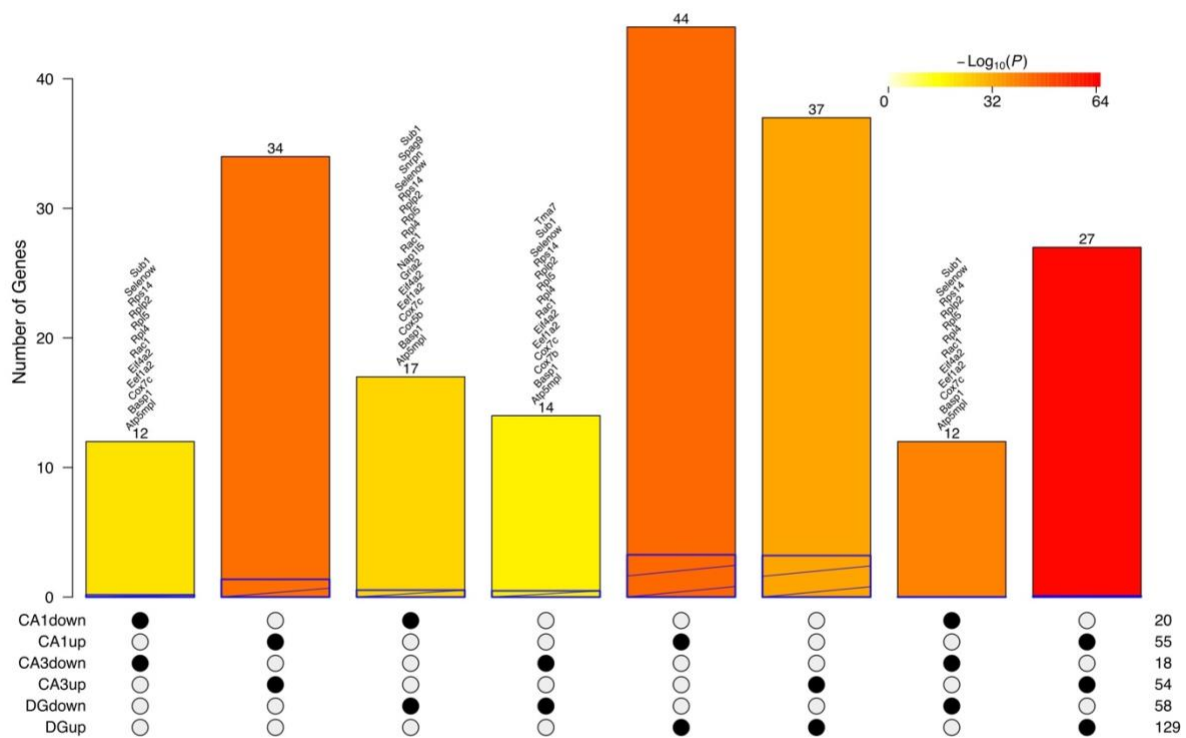

14 Supplemental Figure 2. Upset plot of overlaps in regional DEGs demonstrates greatest similarity  
15 between CA1 and DG subregions. DEGs from each regional analysis were stratified by direction  
16 of fold change. In the upset plot, each bar represents the number of genes in an intersection of  
17 lists of DEGs. The intersecting lists is represented by the dots underneath the bar. The hashed  
18 line on each bar represents the expected intersection of two identically sized random lists.  
19 Overlaps were tested with Fisher's exact test using the list of all expressed genes as a  
20 background. The color of the bar represents the  $-\log_{10}(P)$  for the BH corrected P-value of each  
21 intersection.

# Supplemental Figure 3

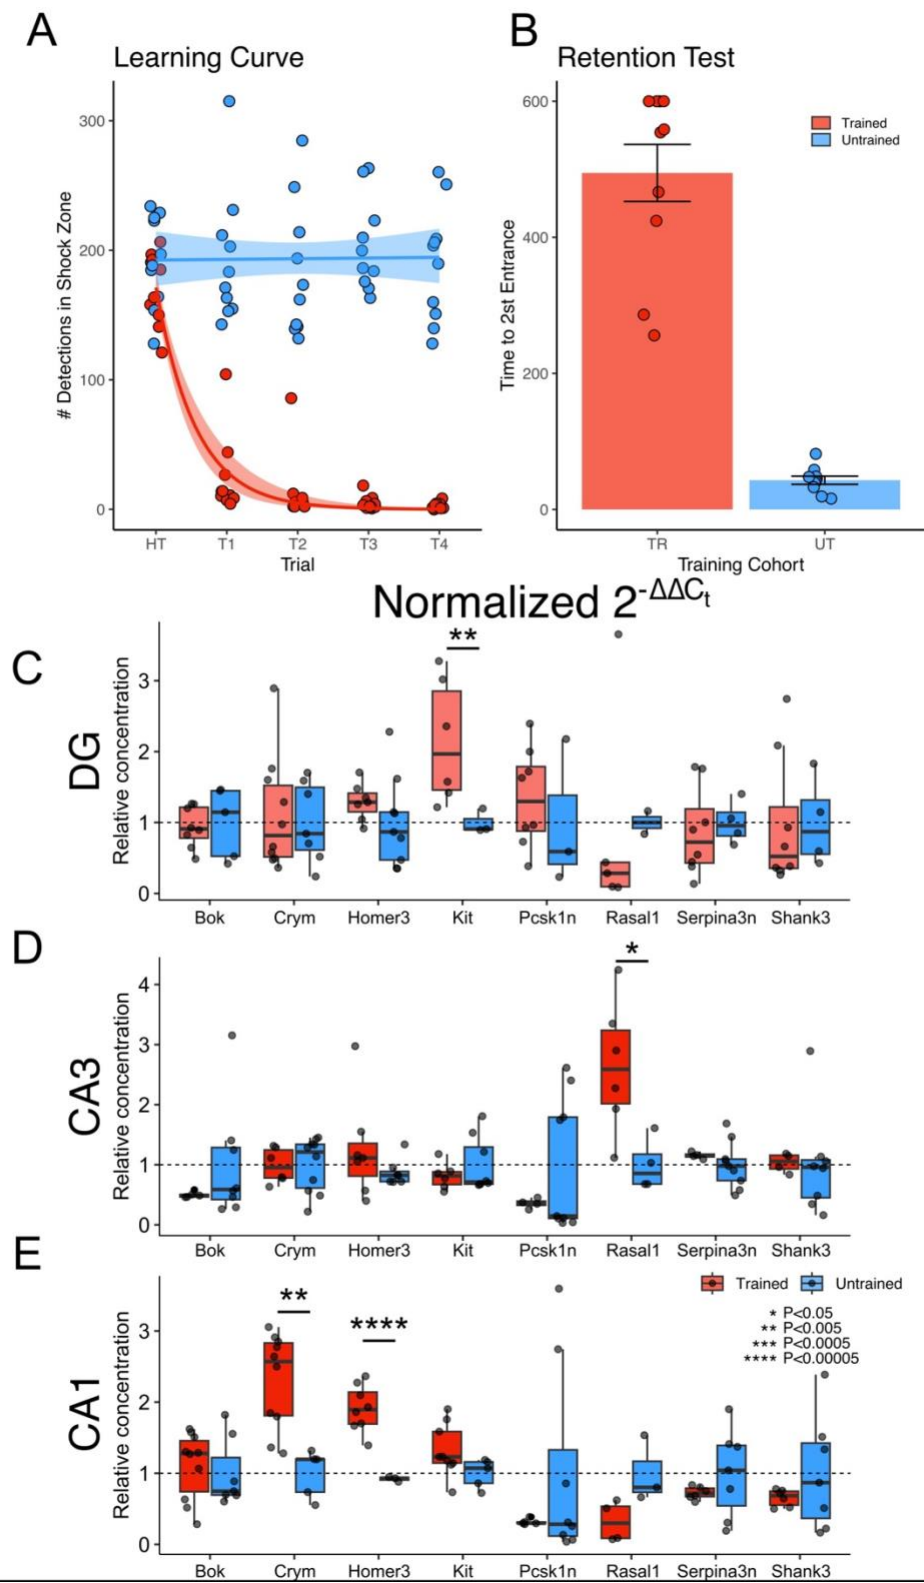

Supplemental Figure 3. Relative expression of select DEGs through RT-qPCR. **(A, B)** RT-qPCR was performed on samples collected from animals trained under conditions identical to those used for bulk RNA sequencing or spatial transcriptomics n=12 trained (red) and n=10 untrained (blue) animals. **(A)** Training performance measured as number of shocks triggered. Trained mice learned to avoid the location of the shock zone indicated by the decreased number of shocks triggered. Exponential fit learning curves included with shaded error bars. **(B)** Memory performance measured as time to second entrance in the retention test trial. Trained mice demonstrated higher time to second entrance during the retention test. **(C-E)** Average normalized relative expression ( $2^{-\Delta\Delta Ct}$ ) of genes in trained samples (red) as compared to untrained samples (blue) in DG **(C)**, CA3 **(D)**, and CA1 **(E)** subregions. n= 12 trained and n=10 untrained animals. Student t-test was performed between  $2^{-\Delta\Delta Ct}$  values from trained and untrained samples for each gene. In the DG table, *Kit* ( $p = 0.008830$ ) was found to be significantly upregulated in the trained animals. In the CA3, *Rasall* ( $p = 0.0113$ ) was found to be significantly upregulated in the trained animals. And in the CA1, *Crym* ( $p = 0.00367$ ) and *Homer* ( $p = 0.00000296$ ) were found to be significantly upregulated in the trained animals. \* =  $p$ -value < 0.05, \*\* =  $p$ -value < 0.005, \*\*\* =  $p$ -value < 0.0005, \*\*\*\* =  $p$ -value < 0.00005.

# Supplemental Figure 4

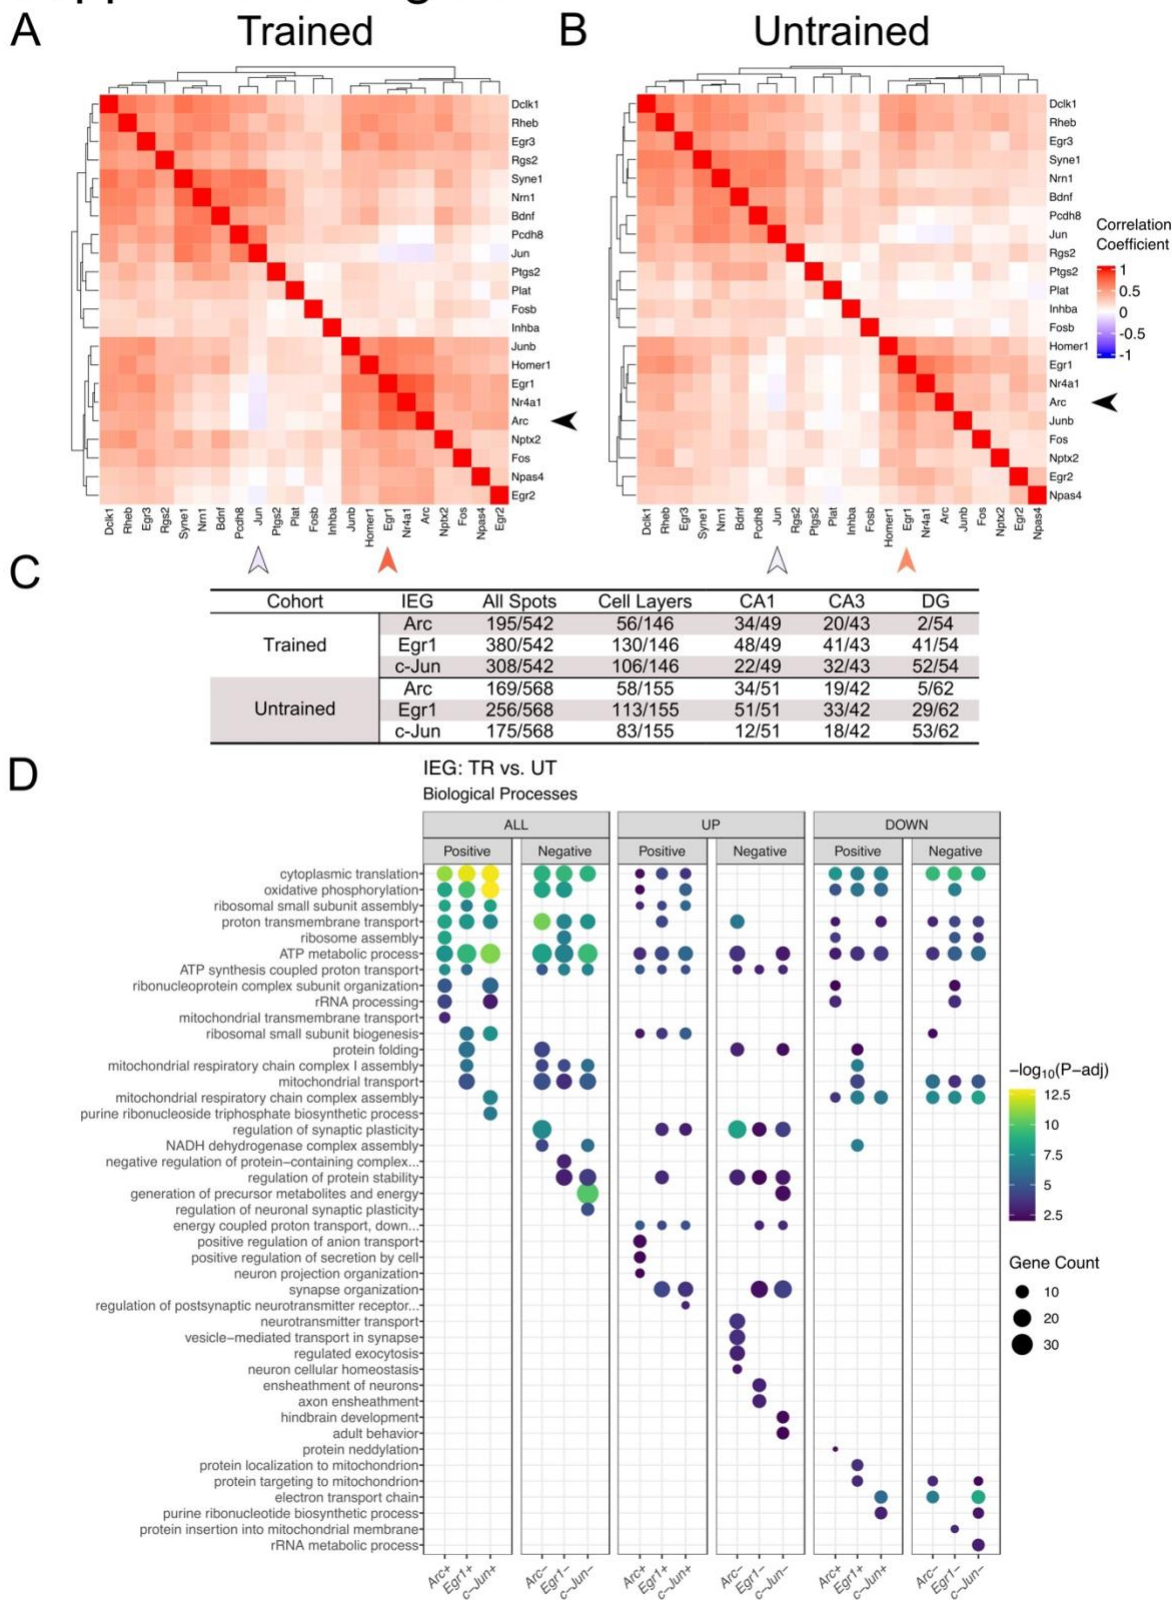

Supplemental Figure 4. The expression of the IEGs *Egr1* and *c-Jun* are most and least correlated with the expression of *Arc*, respectively. **(A, B)** Heatmaps of the pairwise Pearson correlation coefficients between IEGs detected in the Trained **(A)** and Untrained **(B)** where each cell is colored to reflect the correlation coefficient between that pair. Pearson correlation between *Arc* and *Egr1* or *c-Jun* are marked by the caret on the x-axis colored to reflect the value of the correlation coefficient. The correlation coefficients for *Arc* and *Egr1* are  $r(21) = .598$ ,  $p = 2.24 \times 10^{-56}$  in the untrained sample and  $r(21) = .764$ ,  $p = 5.45 \times 10^{-105}$  in the trained sample. The correlation coefficients for *Arc* and *c-Jun* are  $r(21) = -.057$ ,  $p = 0.17$  in the untrained sample and  $r(21) = -.105$ ,  $p = 0.014$  in the trained sample. **(C)** Table total number of IEG expressing spots relative to the total number of hippocampal spots for each area. **(D)** Biological processes overrepresented in the analysis of IEG-expressing spots across trained and untrained samples amongst all DEGs (left) and stratified by up- (middle) and down-regulated (right) DEGs. Dot color reflects the statistical significance ( $-\log_{10}(\text{FDR})$ ) of the biological process enrichment. Dot size reflects the number of detected DEGs mapping to the gene belonging to a given biological process.

# Supplemental Figure 5

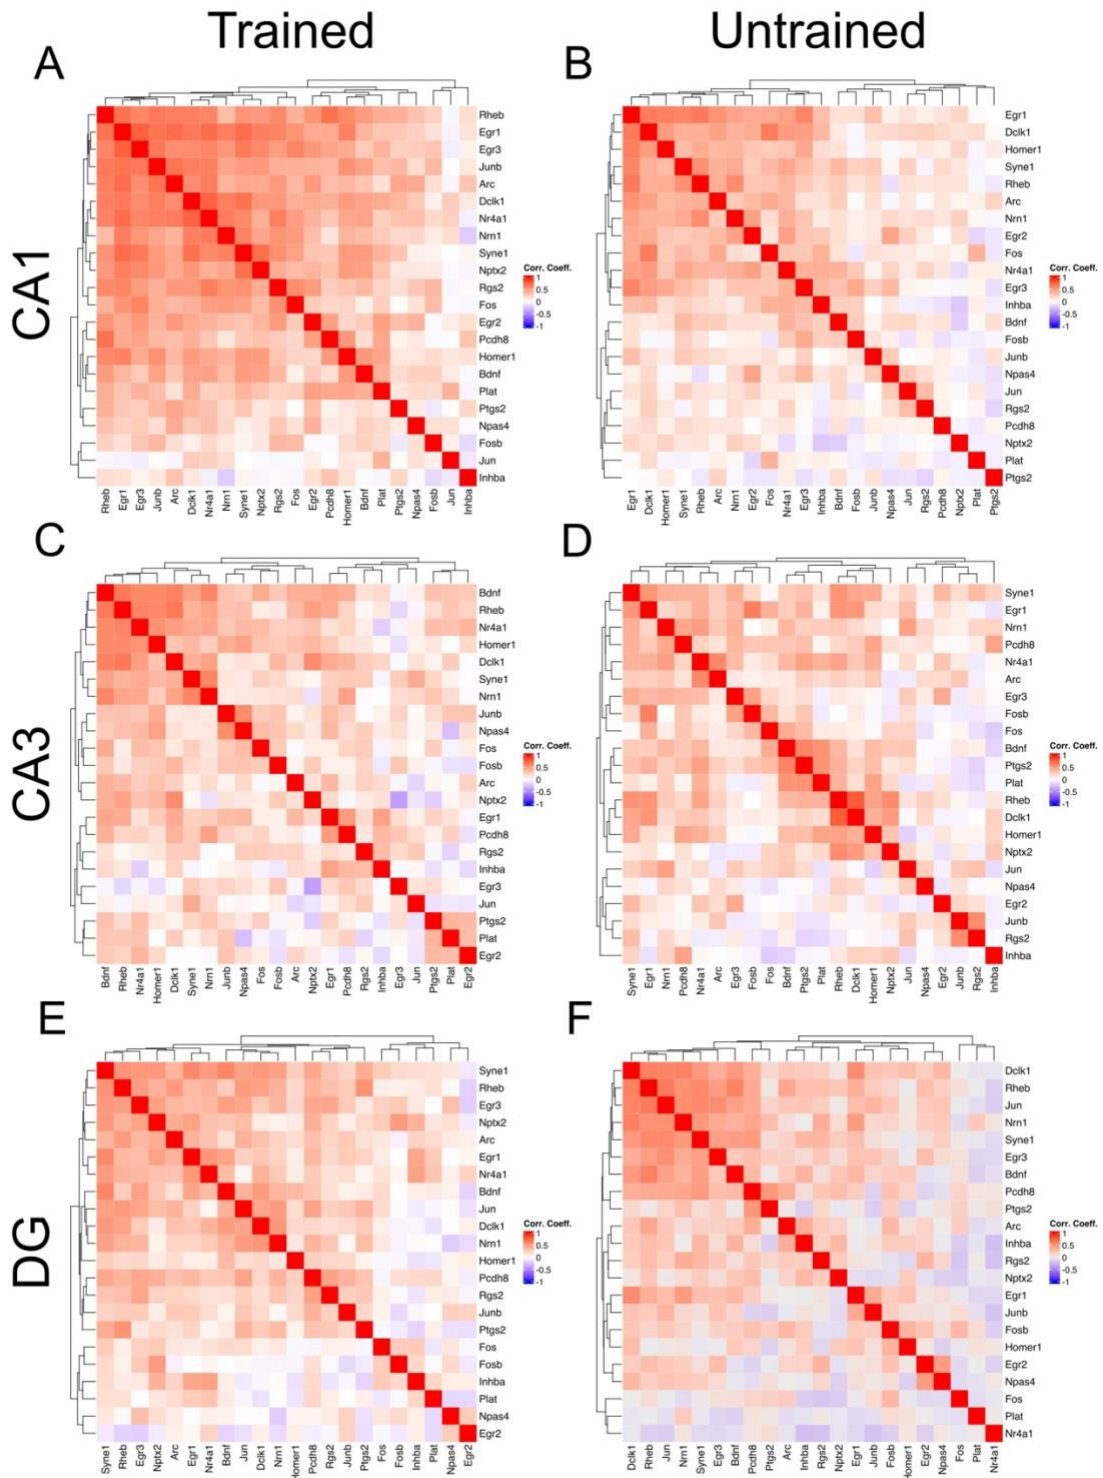

56 Supplemental Figure 5. Correlation of IEG expression by hippocampal region. Heatmaps of the  
57 pairwise Pearson correlation coefficients between IEGs detected in the CA1, CA3, and DG of  
58 Trained (**A, C, E, respectively**) and Untrained (**B, D, F, respectively**) animals, where each cell  
59 is colored to reflect the correlation coefficient between that pair.

How the deposited data were processed for this re-analysis (not part of the article)

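Bulk RNA-seq libraries of DG, CA3 and CA1 from 3 trained and 3 untrained mice were analysed, 9 from trained and 7 from untrained animals. Spatial transcriptomics and RT-qPCR were not analysed here. Before depositing the files, the authors aligned the reads with STAR, quantified genes with Salmon and normalized the estimated counts between libraries. The deposited signal is therefore a normalized estimated count. Its values are not whole numbers, and the sums per library are nearly equal. The normalization of the deposited values is not described in the paper's text, which names DESeq2 for its comparisons.

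The comparison first chosen was a test on counts. Because the deposited values are normalized and whole reads could not be recovered, limma 3.58.1 in R 4.3.3 was used on log2(value + 2), with a mean-variance trend, robust estimation and Benjamini-Hochberg adjustment. Genes were kept where the value was at least 10 in at least 3 libraries in CA1 and in at least 2 libraries in CA3, DG and the combined comparison, counted by the smallest group of subregion and training. The combined comparison had the subregion as a term and treated the 16 libraries as independent, although several come from one animal. Libraries of one animal did not deviate from their group means together (correlations from -0.108 to 0.092 across genes), and the consensus correlation within animals was -0.035. The animal was taken from the training group and number in the labels. For untrained replicate 1, Xist was 26.1 in CA1 and 25.5 in DG but 10587.5 in CA3. Labels that did not mark the animals would also give low correlations, so these do not establish independence. The fits that leave out or average animals rest on the same labels. A DEG is a gene with an adjusted p-value under 0.05. The difference between the effects of a pair of subregions was tested as an interaction in one fit of 6 groups. Gene lists were tested with camera and fry, and overlaps with Fisher's exact test. Correlations of log2 fold changes were taken across genes and have no p-value. The pairwise correlations share no libraries, so no shared control library raises them, but they come from the same animals. Over the 14673 genes of the combined comparison, training gave 0.521 for CA1 and CA3, the highest of the 10 splits of the animals. Another split gave 0.421. For CA3 and DG, training gave 0.051 and other splits up to 0.204.

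The method was tested on simulated data with 200 genes changed by 1 on the log2 scale. It called 97.5% of them in the combined design (14516 genes tested), 90.5% in CA1 (13428), 87.0% in CA3 (13645) and 87.5% in DG (13403), with 15, 16, 5 and 12 unchanged genes called. Without any change it called 0, 0, 0 and 1 genes of 14499, 13437, 13650 and 13388. The simulated noise was independent between genes, with an SD set by the mean value alone. It held neither the split by genes at 0 nor the sex-linked difference. The DEGs of the real libraries had median absolute log2 fold changes of 0.26, 0.41, 0.58 and 0.42, below the simulated change. These rates therefore may not carry over to the real libraries. The reads behind each library were approximated from the spacing of low values and are not a stated depth. Confidence intervals from counts are not given, since the counts behind the values are unknown. No pair of libraries differed by less than the sampling noise, so none was counted as a repeat of another.

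Symbols of 24464 of the 24972 genes (98.0%) were found in the GENCODE annotation of GRCm38 (mm10), from which positions, transcript lengths and GC content were taken. Genes named in the text were fixed by a rule set before the data were examined, as were the lists and the alternatives except where stated. The rule takes every gene the paper names from these libraries, the sex-linked transcripts, and in each comparison the 3 higher and 3 lower genes with the smallest adjusted p whose trained libraries all lie on one side of the untrained ones. The lists were synaptic transmission, oxidative phosphorylation, ribosomal protein, chromatin and mRNA processing, immediate early genes, and markers of cell types and subregions.

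Alternatives were median-of-ratios and upper-quartile rescaling, no filter or a value of at least 10 in every library, no robust estimation, all libraries in one fit, the replicate number as a block, a sex-linked covariate, a correction for GC content and length, and each animal left out in turn. Alternatives chosen after seeing the data were a pseudocount of 0.5, genes of mean value at least 50, array weights and a term for libraries with many genes at 0. A count was taken as changed when it differed by more than 1.5 times. A value with no test was taken as changed when it differed by more than the SD of its values with each animal left out. Libraries were split into 7 with many and 9 with few genes at 0 at the widest gap in that number. The thresholds by which the tests of technical explanations were read were set in the course of the analysis, several of them after values had been seen. One test first used genes of mean value at least 100, and the tests on genes of mean value under 50 and at least 50 were added after its result was known.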

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

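The tests on genes of mean value under 50 and at least 50, on sex-linked shares, on paralogs, on GC content, on choroid plexus transcripts and on subregion markers were chosen after the result was seen. The tests on other splits of the libraries and on genes of mean value at least 100 were planned before.

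Sex-linked transcripts set 2 libraries apart. Among the 7 untrained libraries, CA3 replicate 1 had an Xist value of 10600, against 25.5 to 52.4 in the others. Its Ddx3y value of 201 and Uty value of 144 were below the others (448 to 553 and 258 to 272). Among the 9 trained libraries, DG replicate 3 had the highest values of Ddx3y (255, others at most 101), Eif2s3y (114, others at most 50.2), Kdm5d (156, others at most 62.4) and Uty (152, others at most 58.7). These groups pool the subregions. In all, 44 groups of values were examined and 9 gave such a library, where chance gives about 1 in 20, and the sex-linked genes are not independent of one another. If RNA of animals with and without Y-linked transcripts were mixed, the share of Xist and the share of Y-linked transcripts in a library would add up to about 1. The share of Y-linked transcripts was 0.163 in CA1 trained replicate 1, 0.216 in CA1 trained replicate 3 and 0.191 in CA3 trained replicate 3. The shares added up to 1.135 in CA3 untrained replicate 1 and to 1.012 in DG trained replicate 3, within the 0.939 to 1.347 of the other libraries. A mixed sample is a candidate explanation. Which animals contributed cannot be read from the values, and a mislabelled sample alone would not give both kinds of transcript.

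Among trained libraries, CA3 replicate 1 had the lowest mean log2 value of the CA1 pyramidal markers (6.89, others 7.15 to 7.40), and CA1 replicate 1 had the highest mean log2 value of the choroid plexus markers (6.14, others 3.44 to 4.58). Ttr was at 2008 in that library and at 62.2 and 63.0 in the other trained CA1 libraries. No explanation was tested for the CA1 pyramidal markers. Enpp2, the most abundant of the other choroid plexus genes, was at 1896 in CA1 trained replicate 1 and at 645.3 and 646.6 in the other trained CA1 libraries, and with Kl it was above 100 in every library. Across the 16 libraries Ttr followed the mean of the other 11 choroid plexus genes (Pearson r = 0.881, permutation p = 5e-05; Spearman rho = 0.803, permutation p = 0.00029). Without the 2 libraries farthest from the median, r was 0.849, and r was 0.934 among the 9 libraries with few genes at 0 and 0.969 among the 7 with many. Choroid plexus tissue carried over in dissection may explain the values of Ttr, which was among the strongest DEGs of CA3 (68.4 ± 3.46 in trained, n = 3, against 697.2 ± 193 in untrained, n = 2, SD). The libraries of one animal are not independent, and no biological explanation was tested.

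The training effect differed between subregions for 404 genes in CA1 against DG, 24 in CA3 against DG and 4 in CA1 against CA3. Of 100 splits of the libraries within subregions, 2 gave as many genes for CA1 against DG. The second of them, with 455 genes, keeps the trained and untrained groups of CA1 and DG and changes only CA3, so no other grouping of CA1 and DG reached the count. For CA1 against CA3, 9 of the 100 splits, the real one included, gave at least 4 genes (up to 1071), and for CA3 against DG 3 gave at least 24 (up to 35). Each of these splits keeps, as they are or reversed, the trained and untrained groups of at least 1 of the subregions compared and so carries its training effect. Of the splits that regroup both subregions, counted apart after seeing these numbers, 0 of 82 reached the 4 genes (at most 3) and 0 of 86 the 24 (at most 11). That grouping also follows the number of genes at 0, with many at 0 in all 3 trained CA1 libraries and in both untrained DG libraries, and no fit with that split as a term can be had within CA1 or DG. Trained CA3 holds libraries of both kinds. Across genes of mean value under 50, the difference between trained CA3 replicates 1 and 2 (many at 0) and replicate 3 (few at 0) had a correlation of 0.625 with the CA1 effect and of -0.388 with the DG effect, as a technical difference between the kinds of library would give, though it rests on replicate 3 alone. Across genes of mean value at least 100 the correlations were 0.169 and -0.026, and for the part of these genes going opposite ways in CA1 and DG, this difference cannot be told apart from training, since 1 library decides it. Taken over all genes of a set, the effects of CA1 and DG went the same way at a mean value of at least 100 (r = 0.492, from 0.383 to 0.527 with each library left out) and of at least 50 (r = 0.416, from 0.314 to 0.45), which a difference running opposite ways in CA1 and DG forbids as the whole source of those effects. With the genes of mean value at least 50 alone, 158 genes differed between CA1 and DG. Biological differences between the subregions stay open.

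By list, the training effect on synaptic transmission genes differed by a median of 0.159 on the log2 scale for CA1 against DG and 0.184 for CA3 against DG. The chromatin and mRNA processing list differed by 0.16 for CA1 against DG, 0.101 for CA3 against DG and 0.057 for CA1 against CA3. The ribosomal protein list differed by -0.059 for CA1 against DG and -0.092 for CA3 against DG, and the oxidative phosphorylation list by -0.07 for CA1 against DG. Under fry, the synaptic list alone of these held in both comparisons (adjusted p = 0.0117 each). No explanation was tested for these lists.

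Olfactory and vomeronasal receptor genes, which the paper does not discuss, were above 0 more often in some trained libraries than in any untrained library of the same subregion. The share of these 1464 genes above 0 was 87.16% in trained CA3 replicate 3, against 41.46% and 77.19% in untrained CA3, but 2.8% and 3.69% in trained CA3 replicates 1 and 2. It was 84.36%, 47.47% and 73.22% in trained DG replicates 1, 2 and 3, against at most 17.55% in untrained DG. In CA1 the order was the opposite, with 1.71% to 6.28% in trained and 54.1% to 85.86% in untrained libraries. The mean value of these genes was at most 3.38 reads per gene. The libraries with many receptor genes above 0 are those with few genes at 0. No explanation was tested for these genes, and a difference in RNA handling, DNA carried over or library preparation stays open.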

How the results depend on the processing

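The DESeq2 test and the variance stabilizing transformation were not run, since the values are not counts. CA3 and DG gave no call without an untrained replicate, as 1 library would be left. Pseudocount 0.5, mean value of at least 50, array weights and the background term (many against few genes at 0) were chosen after seeing the data. Unless a value or the alternative's construction shows it, the cause of a change was not tested.

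Sex-linked covariate: DEGs fell to 7 (combined), 4 (CA1), 47 (CA3) and 2 (DG), with 1704, 462, 2324 and 416 genes at an unadjusted p under 0.05. In CA1 and DG the score nearly coincides with training (correlations of -0.984 and -0.929), so the fit cannot separate them. The correlation over all libraries was -0.9. In CA3 it was -0.794, and the 2324 genes at an unadjusted p under 0.05 compare with 2182 without the score. Of the 47 DEGs of CA3, 14 were among those without the score. There the score departs from training mainly in untrained replicate 1, so what the fit separates rests largely on 1 library. The share of DEGs under an absolute log2 fold change of 1 was 85.7%, 0%, 38.3% and 0%. Overlaps of upregulated DEGs were 0 (CA1 and CA3), 0 (CA1 and DG) and 0 (CA3 and DG), and correlations 0.001, 0.024 and 0.16. The synaptic list in CA1 had an adjusted p of 0.19. Marker lists past 0.05 numbered 0 in CA1 and 4 in CA3, and immediate early genes (adjusted over the list alone) 3, 0, 7 and 0 in combined, CA1, CA3 and DG.

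Filters: without a low-value filter, DEGs were 1971 (CA1), 191 (CA3) and 718 (DG), with 30.7% of those of CA1 and 62% of those of DG higher in trained mice, against 67.5% and 51.2%. Shares under 1 were 92.6% (combined), 38.7% (CA1) and 63.9% (DG). CA1 and CA3 shared 88 upregulated DEGs and CA3 and DG 21, correlations with DG were -0.363 (CA1) and -0.15 (CA3), 2114 genes differed between CA1 and DG, and 3 immediate early genes passed in DG. With a value of at least 10 in every library, shares under 1 were 98.6%, 93.7% (CA1) and 90.9% (DG), correlations with DG 0.227 and 0.361, genes differing between CA1 and DG 200, the synaptic list in DG 0.0723, and 1 marker list passed in combined. With a mean value of at least 50, shares were 98%, 96.2% and 95.9%, correlations with DG 0.406 and 0.444, genes differing between CA1 and DG 158, the synaptic list in DG 0.151, the ribosomal list in combined went the other way (adjusted p = 0.964), 1 marker list passed in combined and 1 in DG, 16 of 16 libraries lay on their side of PC1, and PC1 of CA3 held 46.6%.

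Fits: animal means, 3 against 3, gave 898 combined DEGs. All 16 libraries in one fit gave 413 DEGs in CA3, a share under 1 of 70.9% in CA1, 126 (CA1 and CA3) and 25 (CA3 and DG) shared upregulated DEGs, correlations with DG of -0.149 (CA1) and 0.051 (CA3) and 4 immediate early genes in CA3. Without robust estimation, DEGs were 56 (CA3) and 308 (DG), and 24 and 4 upregulated DEGs were shared by CA1 and CA3 and by CA3 and DG. Array weights gave 1149 (CA1) and 1023 (CA3) DEGs, a combined share under 1 of 93.1%, 301 and 49 shared upregulated DEGs, and 16 (CA1) and 7 (CA3) immediate early genes. The background term gave 14 DEGs in CA3 with a share under 1 of 28.6%, and 1794 in combined.

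The replicate block gave 1160 DEGs in CA3 (67.7% higher in trained mice), 236 (CA1 and CA3) and 65 (CA3 and DG) shared upregulated DEGs, a correlation of 0.151 for CA3 and DG, 9 (CA1 against CA3) and 10 (CA3 against DG) genes differing, 0.188 for the chromatin list in CA3, and 4 marker lists and 5 immediate early genes in CA3. Same-numbered trained and untrained libraries did not deviate together (correlations 0.013, -0.001 and -0.002 in CA1, 0.119 and -0.18 in CA3, -0.055 and -0.004 in DG), so the numbers do not pair them.

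GC and length correction gave 23 DEGs in CA3, 73.9% of them higher in trained mice against 86.4%, and in CA1 57.4% of the DEGs were higher against 67.5%. It gave 9 (CA1 and CA3) and 0 (CA3 and DG) shared upregulated DEGs, 5 immediate early genes in CA3 and a synaptic list in DG at 0.129. The ribosomal list turned lower in combined (0.0234), passed in CA1 (0.0225) and CA3 (0.0113), and turned in DG (0.888). Upper-quartile rescaling gave 0.0501 for the synaptic list in DG.

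Lists: with the correlation estimated, camera gave adjusted p of 0.53, 0.278, 0.193 and 0.727 for the synaptic list (combined, CA1, CA3, DG), 0.193, 0.193, 0.53 and 0.518 for oxidative phosphorylation, 0.782 for ribosomal (DG), 0.53, 0.782 and 0.193 for chromatin (combined, CA3, DG), and 0 marker lists in each comparison. Fry gave 0.0851 and 0.451 for synaptic (combined, DG), 0.17 and 0.121 for oxidative phosphorylation (CA3, DG), 0.532 for ribosomal (DG), 0.0851 and 0.636 for chromatin (combined, CA3), and 0 marker lists in CA3 and 0 in DG.

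PCA and clustering: with the 500 genes of highest variance PC1 held 33.6% (combined), 46.8% (CA1) and 50.2% (CA3). Scaled to unit variance it held 17.6%, 32.4% (CA1) and 38.8% (DG), with 16 libraries on their side. Clustering on the 2000 genes of highest variance placed 11 of 16.

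With each animal left out in turn, DEGs ranged from 438 (without untrained replicate 1) to 1843 in combined, 339 to 905 in CA1, 7 (without trained replicate 2) to 680 (without trained replicate 1) in CA3, and 28 (without trained replicate 2) to 101 in DG. Shares under 1 ranged from 92.1% to 96%, 73.5% to 85.7%, 0% to 92.6% and 57.1% to 68.3%. Shared upregulated DEGs ranged from 1 to 94 (CA1 and CA3), 1 to 26 (CA1 and DG) and 0 to 15 (CA3 and DG), and correlations from 0.283 to 0.552, 0.013 to 0.216 and 0.095 to 0.287. Genes differing ranged from 0 to 69 (CA1 against CA3), 24 to 263 (CA1 against DG) and 0 to 72 (CA3 against DG). Adjusted p ranged from 0.00135 to 0.229 for synaptic (DG), 0.294 to 0.992, 0.112 to 0.844 and 0.000102 to 0.274 for ribosomal (combined, CA3, DG), and 0.257 to 0.895 and 3.56e-07 to 0.248 for chromatin (CA1, CA3), where the direction turned in some fits for the ribosomal list (combined, CA3) and the chromatin list (CA1). Marker lists ranged from 1 to 3 (combined) and 3 to 6 (CA1), immediate early genes from 2 to 7 (CA3) and 1 to 2 (DG), and PC1 from 24.5% to 31.7% (combined), 44.1% to 51% (CA1), 45.7% to 54.7% (CA3) and 50% to 58.7% (DG).

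Of the other results, which are single genes, overlaps of downregulated genes and the like, 89 values moved, 53 lost and 35 gained their side of the threshold, and 874 did neither.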

Differences from the paper's values

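In CA3, 118 DEGs were found against the paper's 315, with 102 upregulated against the paper's 273 and 16 downregulated against the paper's 42. With all 16 libraries in one fit, the total was 413 and the upregulated number 301, and without trained replicate 3 the downregulated number was 38. None of the other alternatives set before the data were examined closed these gaps. In DG, 242 genes were upregulated against the paper's 117. Without robust estimation, 52.3% of 308 DEGs were upregulated, a number within 1.5 times the paper's, and none of the other alternatives set before the data were examined closed the gap.

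CA1 and CA3 shared 45 upregulated DEGs against the paper's 127. Alternatives set before the data were examined under which the numbers were within 1.5 times were all 16 libraries in one fit (126), no low-value filter (88) and without trained replicate 1 (94). CA3 and DG shared 8 upregulated DEGs against about 23 in Supplementary Figure 1E, read by eye, with 21 without a low-value filter and 25 with all libraries in one fit. CA1 and CA3 shared 7 downregulated DEGs against about 12 in Supplementary Figure 1E, read by eye, with 12 without a low-value filter and 18 without trained replicate 1. CA3 and DG shared 0 downregulated DEGs against about 12 in Supplementary Figure 1E, read by eye, with 18 in one fit of all libraries. Lower in CA1 and higher in DG were 15 genes against about 2 in Supplementary Figure 1E, read by eye, with 3 without trained replicate 1. For each of these overlaps the remaining alternatives set before the data were examined did not close the gap.

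The paper lists Snap25, Shank1, Shank3 and Ywhag among the upregulated DEGs shared by CA1 and CA3. In CA3 their limma adjusted p-values were 0.156, 0.12, 0.127 and 0.051. All 4 were called with all libraries in one fit (0.0144, 0.01, 0.0196 and 0.00615), with the replicate block (0.00492, 1.01e-10, 1.63e-07 and 6.58e-06), when adjusted over the named genes alone (0.018, 0.00975, 0.0114 and 0.00181), and with array weights, chosen after seeing the values (0.0413, 0.0313, 0.0339 and 0.00452). Shank1 and Shank3 were also called without trained replicate 3 (0.0349 and 0.032). Ywhag was also called with median-of-ratios rescaling (0.0467), no low-value filter (0.0245), a value of at least 10 in every library (0.0476), without trained replicate 1 (0.014) and, chosen after seeing the values, with a mean value of at least 50 (0.0496).

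The paper takes Pcsk1n from the CA3 DEGs, and its adjusted p here was 0.12. It was called with the replicate block (5.03e-10), without trained replicate 3 (0.000372), over the named genes alone (0.00975) and with array weights, chosen after seeing the values (0.0261). The paper takes Serpina3n from the CA1 DEGs, and its adjusted p here was 0.0531. It was called without a low-value filter (0.0257), with a value of at least 10 in every library (0.0442), without robust estimation (0.000797), with all libraries in one fit (0.0271), without untrained replicate 1 (5.04e-06), without untrained replicate 2 (0.0157), over the named genes alone (0.00528) and, chosen after seeing the values, with a mean value of at least 50 (0.0491).

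The paper states that most DEGs in each comparison at the stricter FDR had a modest fold change. In CA3, 1 of the 6 genes at that threshold did. Most did with all 16 libraries in one fit (35 of 37), no low-value filter (25 of 34), the replicate block (369 of 432), without trained replicate 1 (51 of 67) and, chosen after seeing the values, with array weights (105 of 121), and not with the other alternatives. Figure 2A is described as separating trained from untrained libraries along the axis of most variance, and here 10 of 16 libraries lay on their group's side of PC1 in the combined analysis, with 16 of 16 when scaled to unit variance and, chosen after seeing the values, with genes of mean value at least 50. The paper gives both sexes in each training group, and here Xist was 7601 or more in all 9 trained libraries and at most 52.4 in 6 of 7 untrained libraries.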

Other observations

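The tests on other splits of the libraries and animals, on the choice of genes for clustering and on the CA1 and CA3 effects across genes of mean value at least 100 were written before their results were seen. The other tests of this part were chosen after a result was seen.

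Of 100 splits of the libraries within subregions, 1, the real one, gave as many DEGs as the 1517 of the combined comparison, and the others gave at most 3. Of the 10 splits of the 6 animals, 1 gave as many, and the others gave 0. In CA1, 1 of the 10 splits of the 6 libraries gave as many as 710, and the others gave at most 2. With 10 splits the share cannot fall under 0.1. Some difference between the trained and untrained animals is therefore larger than other groupings give, but training, the sex-linked transcripts and any shared handling of the groups divide the animals alike. With the sex-linked score as a covariate, 7 combined DEGs were left, and since the score and training nearly coincide the sex-linked difference and training cannot be told apart. X-linked genes were 2.99% of the combined DEGs and 3.63% of the genes tested (Fisher's exact test, p = 0.189). In CA1 they were 2.14% of the DEGs and 3.58% of the genes tested (Fisher's exact test, unadjusted p = 0.036). The shares were 0.85% and 3.59% in CA3 and 4.27% and 3.66% in DG (Fisher's exact test, unadjusted p = 0.133 and 0.452).

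Clustering on 2000 genes chosen by a comparison can separate any grouping. When the genes were chosen in the same way for other splits, 4 of 100 splits, the real one included, were separated completely, and the median of the others was 13 of 16 libraries. The choice of genes alone thus seldom gives complete separation, and clustering on all genes placed 16 of 16 as well.

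The correlation between the CA1 and CA3 effects was examined for the split by genes at 0. Across genes of mean value at least 100, trained CA3 replicate 3 against untrained CA3, all with few genes at 0, had a correlation of 0.4 with the CA1 effect, and replicates 1 and 2 had one of 0.603. Across the same genes the CA1 and CA3 effects also went with the DG effect (0.492 and 0.498), although the split runs the opposite way in DG. This argues against a technical difference along the split as the whole source of these effects. Across genes of mean value under 50 the correlations with DG were -0.29 and -0.101, so this holds for the higher values only. How much of the correlation between CA1 and CA3 is technical cannot be told, as 1 library decides it.

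In CA3, Atp6v0c-ps2 was listed at 0 in the 3 trained libraries, while Atp6v0c rose by 1.171 on the log2 scale. Their summed value rose by 0.353 (SD 0.105 in trained and 0.129 in untrained libraries). Reads shared between the gene and its pseudogene may explain the opposite changes, but not the rise of the sum, which exceeds its spread. Whether that rise is biological was not tested further. The genes Zfp965, Zfp966 and Zfp967 lie close together on chromosome 2 and are uncertain for the same reason. Zfp966 was listed at 0 in both untrained CA3 libraries.

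In CA3, genes higher in trained mice had a median GC content of 58.8%, against 49.7% of the genes tested. Removing each library's trend on GC content and transcript length left 23 of the 118 DEGs of CA3, all of them among the 118. A GC or length trend between libraries is a candidate source of most CA3 DEGs. In CA1 700 and in DG 471 DEGs were found after the same correction, of which 554 and 356 were shared with those before it.

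Marker genes of DG granule cells, in a list of 14, were nearly alike in DG and the other libraries (median log2 difference 0.044). Those of CA3 pyramidal cells were higher by 0.263 in CA3 and those of CA1 pyramidal cells by 0.605 in CA1. Between CA3 and DG, 1 gene differed among untrained and 0 among trained libraries at an adjusted p-value under 0.05 in limma, with 990 and 1055 at an unadjusted p under 0.05. Between CA1 and DG, 222 and 730 genes differed. Tissue of neighbouring subregions in each library is a candidate explanation. Swapped subregion labels alone would leave some libraries high and others low in the DG granule cell markers. Over all libraries Prox1 lay between 2690 and 4786, C1ql2 between 516.4 and 868.4 and Dsp between 1608 and 2686. Tdo2 had the widest range of the 14 for its level, from 40.2 to 105.3. These ranges argue against swapped labels as the reason why these 14 markers were alike.

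The 22 immediate early genes of the paper's Supplementary Table 3, which the paper examined by spatial transcriptomics, were mostly lower in the bulk libraries of trained mice, 18 of 22 in the combined comparison. Adjusted over the list alone, 10 passed in combined (9 lower), 10 in CA1 (7 lower), 2 in CA3 and 1 in DG, and adjusted over all genes tested 6, 6, 1 and 1. Egr1 had a log2 fold change of -0.51 in combined (standard error 0.129, limma adjusted p = 0.0251 over all genes). It was -0.961 in CA1, -0.116 in CA3 and -0.334 in DG (limma adjusted p = 0.0157, 0.555 and 0.0852 over all genes). Egr1 was higher in the untrained CA1 libraries (1133.9 to 1716.4) than in every other library. The CA1 pyramidal markers were also lower in trained CA1, and whether tissue composition contributed to the fall of Egr1 was not tested.

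Among the marker lists, by camera in the combined comparison, CA3 pyramidal markers were higher (median log2 fold change 0.25, adjusted p = 0.0186) and choroid plexus markers lower (-0.52, adjusted p = 0.0249). The CA1 pyramidal (adjusted p = 0.664), DG granule cell (0.158), oligodendrocyte (0.249), astrocyte (0.847), microglia (0.769), endothelial (0.795) and blood (0.206) markers did not pass there. In CA1, the CA1 pyramidal markers were lower (-0.594, adjusted p = 0.000474; fry, 0.0208), and the CA3 pyramidal (0.461, adjusted p = 0.000299; fry, 0.00866) and DG granule cell markers (0.172, adjusted p = 0.0035; fry, 0.17) higher. Choroid plexus (-0.871, adjusted p = 0.0136; fry, 0.532) and oligodendrocyte markers (-0.255, adjusted p = 0.000135) were lower there. In trained CA1 replicate 1, however, Ttr was at 2008 (untrained CA1 621 to 863) and Enpp2 at 1896 (untrained CA1 1204 to 1338). Of the choroid plexus genes, only Kl and Calml4 did not exceed all untrained CA1 libraries there. The lower choroid plexus markers of trained CA1 thus rest on replicates 2 and 3. In CA3, the DG granule cell (-0.292, adjusted p = 0.000525) and choroid plexus markers (-1.621, adjusted p = 9.85e-06) were lower. In DG, the granule cell (-0.187, adjusted p = 0.000182), oligodendrocyte (-0.156, adjusted p = 0.0311) and endothelial markers (-0.365, adjusted p = 0.0121) were lower. No camera result of the marker lists passed when the correlation between genes was estimated. Under fry, the CA3 pyramidal markers also held in the combined comparison (adjusted p = 0.032), the blood markers passed in combined (0.0171) and CA1 (0.01), the endothelial markers passed in CA1 (0.0264), and no marker list passed in CA3 or DG. No explanation of these differences was tested, apart from that for the choroid plexus markers.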
